# RNA sequencing of *Brassica napus* reveals cellular redox control of *Sclerotinia* infection

**DOI:** 10.1093/jxb/erx338

**Published:** 2017-09-27

**Authors:** Ian J Girard, Chaobo Tong, Michael G Becker, Xingyu Mao, Junyan Huang, Teresa de Kievit, W G Dilantha Fernando, Shengyi Liu, Mark F Belmonte

**Keywords:** *Brassica napus*, disease, oilseed rape, plant-pathogen interactions, RNA seq, redox, *Sclerotinia sclerotiorum*, transcription factor network

## Abstract

*Brassica napus* is one of the world’s most valuable oilseeds and is under constant pressure by the necrotrophic fungal pathogen, *Sclerotinia sclerotiorum*, the causal agent of white stem rot. Despite our growing understanding of host pathogen interactions at the molecular level, we have yet to fully understand the biological processes and underlying gene regulatory networks responsible for determining disease outcomes. Using global RNA sequencing, we profiled gene activity at the first point of infection on the leaf surface 24 hours after pathogen exposure in susceptible (*B. napus* cv. Westar) and tolerant (*B. napus* cv. Zhongyou 821) plants. We identified a family of ethylene response factors that may contribute to host tolerance to *S. sclerotiorum* by activating genes associated with fungal recognition, subcellular organization, and redox homeostasis. Physiological investigation of redox homeostasis was further studied by quantifying cellular levels of the glutathione and ascorbate redox pathway and the cycling enzymes associated with host tolerance to *S. sclerotiorum*. Functional characterization of an Arabidopsis redox mutant challenged with the fungus provides compelling evidence into the role of the ascorbate-glutathione redox hub in the maintenance and enhancement of plant tolerance against fungal pathogens.

## Introduction

*Brassica napus* (oilseed rape) is the second most valuable oilseed crop in the world and is vulnerable to white stem rot caused by the necrotrophic ascomycete *Sclerotinia sclerotiorum*, one of the most devastating fungal crop pathogens (Bolton, 2006; Hegedus and Rimmer, 2005). Currently, control of *S. sclerotiorum* relies heavily on the application of broad-spectrum fungicides (Bradley *et al.*, 2006) as few resistant cultivars have been developed and microbial biocontrol methods, although promising, have yet to be implemented (Fernando *et al.*, 2007; Khot *et al.*, 2011). Developing new strategies to combat yield losses in *B. napus* requires a thorough understanding of the genes and gene regulatory networks underlying the plant defense response, especially in existing tolerant breeding cultivars (Garg *et al.*, 2010*a*).

*B. napus* is vulnerable to carpogenic attack from *S. sclerotiorum*; however, for the fungus to penetrate the host plant, ascospores require an external energy source (Garg *et al.*, 2010b; Hegedus and Rimmer, 2005; Mclean, 1958). Field-based evidence has shown that fungal colonization of petals may provide a nutrient source for producing the infection cushions required for penetrating mature leaves (Jamaux *et al.*, 1995; Huang *et al.* 2008). Unfortunately, all recent work directed at understanding the pathosystem uses either an artificial sugar-phosphate based ascospore assay (Garg *et al.*, 2013) or a myceliogenic infection using sclerotia germinated on fungal growth media (Wu *et al.*, 2016; Zhao *et al.*, 2009). As defense activation likely occurs at the petal inoculum-leaf interface, there is a need to understand global transcriptional responses directly at the infection site under conditions reflective of natural *Sclerotinia* disease transmission.

Plants have dynamic signalling networks to carefully balance growth and defense processes and maximize fitness (Huot *et al.*, 2014). Pathogen perception in the host is orchestrated in part through pathogen associated molecular pattern (PAMP) detection via pattern recognition receptors (PRRs). Following PRR activation, subsequent signal transduction to the nucleus transcriptionally reprograms the cell (Park and Ronald, 2012; Zipfel, 2014). PAMP detection elicits a signalling cascade through Ca^2+^ channel activation, nitric oxide signalling, reactive oxide species (ROS) bursts, and mitogen-activated protein kinase (MAPK) cascades (Boller and Felix, 2009; Meng and Zhang, 2013). Effective signal transduction leads to activation of transcription factors (TFs) that regulated bioprocesses responsible for plant defense (Schluttenhofer and Yuan, 2015; Tsuda and Somssich, 2015). Defense to necrotrophic fungi is partially controlled via jasmonic acid (JA)/ethylene (ET) hormone signalling (Denancé *et al.*, 2013). These hormones activate defense genes and stimulate production of antimicrobial compounds including glucosinolates and their derivatives (Wu *et al.*, 2014). Restriction of pathogen growth via PAMP signalling is referred to as PAMP-triggered immunity (PTI), and is generally synonymous with basal plant defense.

*Sclerotinia sclerotiorum* produces a suite of digestive enzymes to degrade its host, however its main pathogenicity factor is oxalic acid (OA, Cessna *et al.*, 2000). OA has a dual role of initially suppressing host cell ROS signalling, then subsequently eliciting ROS and plant cell death (Horbach *et al.*, 2011; Kim *et al.*, 2008; Williams *et al.*, 2011). The ascorbate-glutathione (ASC-GSH) pathway is at the core of the plant antioxidant system, which protects ROS signalling and reduces H_2_O_2_ toxicity (Foyer and Noctor, 2011; de Pinto *et al.*, 2012). Previous microarray-based experiments have implicated the antioxidant response in *B. napus* defense against *S. sclerotiorum* (Yang *et al.*, 2007); however, the physiological changes contributing to antioxidant-mediated defenses and the transcriptional regulation of these processes has yet to be studied.

Recent work profiling infected *B. napus* stem tissue has provided insight into the molecular processes that underlie defense to *S. sclerotiorum* (Wu *et al.*, 2016). For example, genes involved in glucosinolate biosynthesis and chitinase activity were highly upregulated early in the defense response in resistant *B. napus* (Wu *et al.*, 2016) and is consistent with findings in resistant *B. napus* leaves infected with the facultative necrotroph *Leptosphaeria maculans* (Becker *et al.* 2017a). In *B. napus* cv. Zhongyou821 (ZY821), a moderately tolerant cultivar, a putative resistance-associated quantitative trait locus has been identified as *INDOLE GLUCOSINOLATE METHYL TRANSFERASE 5* (Li *et al.*, 2006; Wu *et al.*, 2013). Activation of glucosinolate biosynthesis is transcriptionally controlled through gene regulatory networks at the leaf surface (Schweizer *et al.*, 2013; Sønderby *et al.*, 2010). Thus, thorough analyses of the transcriptional circuitry operative directly at the host pathogen interface at the leaf surface should identify regulatory elements that control disease progression.

In this study, we present a structural, molecular, and physiological investigation of the *B. napus* defense response to *S. sclerotiorum* in susceptible and tolerant hosts. The use of a petal inoculation method with *S. sclerotiorum* ascospores mimics disease transmission under real-world conditions. Global transcriptome profiling coupled with a comprehensive bioinformatic analysis revealed distinct biological processes not previously described in this system directly at the site of infection. Further, we used the latest information of *B. napus* TFs and promoter motifs to develop predictive gene regulatory networks responsible for disease tolerance in ZY821. This includes a putative ethylene response factor-controlled transcriptional circuit regulating redox state homeostasis genes that slows disease progression directly at and adjacent to the first site of infection in the leaf.

## Materials and methods

### *Brassica napus* growth conditions

The two *B. napus* cultivars used for all experiments are the susceptible *B. napus* L. cv. Westar (Westar) and *B. napus* L. cv. Zhongyou821 (ZY821). Westar seeds stored at 4°C were planted in Sunshine Mix No.1 soil and grown at 22°C with 50–70% humidity in a growth chamber with long day conditions (16 hours light, 8 hours dark 150–200 µE/m^2^/s). ZY821 plants were treated similarly, however 1 month after planting they were subjected to a four-week vernalization treatment (8 hours light, 16 hours dark, 40% humidity, 8–10°C and 100 µE/m^2^/s), before being transferred back to long day conditions. Both cultivars were inoculated at 30–50% bloom stage.

### *Sclerotinia sclerotiorum* inoculum preparation

*Sclerotinia sclerotiorum* field-collected ascospores were provided by Dr. K. Rashid, (Agriculture and AgriFood Canada, Morden, Manitoba), and stored at 4°C in desiccant in the dark. Inoculum was made by suspending ascospores at a concentration of 8 x10^4^ spores per mL in a 0.02% Tween80 (http://www.sigmaaldrich.com/) solution. Following, 30µL of the solution was pipetted onto senescing petals placed in a sterile empty petri plate and sealed with parafilm. The Tween80 solution without ascospores was applied to petals and used for a mock inoculation control. Petals were incubated for 72 hours prior to being used in the leaf inoculation experiments to allow ascospore germination.

### Leaf inoculation and tissue collection

At approximately 1PM, either mock-inoculated petals or infected petals and *S. Sclerotiorum* hyphae were placed onto healthy leaves and incubated in clear plastic bags to increase humidity and promote *S. sclerotiorum* infection. Lesion size was measured at 24, 48, 72, 96, and 120hpi (hours post inoculation). For RNA collection and redox assays, lesions and surrounding 1cm of healthy leaf tissue were excised and immediately frozen in liquid nitrogen. For each biological replicate, lesions were pooled from a minimum of 3 different plants and ground to a powder in liquid nitrogen.

### Light microscopy

Leaf tissues directly at the infection site were fixed in a solution of 2.5% glutaraldehyde and 1.6% paraformaldehyde in 1X PBS. Tissue processing, mounting, and imaging was carried out exactly as described in Chan and Belmonte (2013).

### Scanning electron microscopy

Fresh leaf tissues were mounted on aluminum stubs using double stick carbon tape. Images were taken of fresh leaves on a Hitachi TM-1000 Tabletop microscope and collected using the TM-1000 software.

### RNA Isolation and cDNA sequencing library synthesis

RNA was isolated using Invitrogen Plant RNA Purification Reagent, and subsequently treated with the Ambion Turbo DNA-free DNase kit per the manufacturer’s protocol (https://www.thermofisher.com). Quantity and purity were assessed spectrophotometrically and quality of RNA samples was verified using RNA Nano Chips on an Agilent 2100 Bioanalyzer (http://www.genomics.agilent.com/). Following, mRNA was isolated from the total RNA pool using the NEB Next® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, https://www.neb.ca/) per manufacturer’s instructions with the following modifications: all reaction volumes were halved and only 7.5µL of Oligo d(T)_25_ beads were used per sample. RNA sequencing libraries were prepared from isolated mRNA using the alternate HTR protocol (C2) described in Kumar *et al.* (2012) beginning at first strand cDNA synthesis with the following modifications: NEXTflex™ ChIP-Seq Barcodes (Bioo Scientific, http://www.biooscientific.com/) were used as adaptors for the adapter ligations and NEXTflex™ PCR Primer Mix was used for the library PCR enrichment. Library size was verified using a High Sensitivity DNA chip on an Agilent 2100 Bioanalyzer. Libraries were pooled and size selected using an E-Gel® SizeSelect™ 2% agarose gel (Life Technologies, www.thermofisher.com) isolating 250–500 base pair fragments. Fragments were sequenced using the Illumina HiSeq2000 platform at the Génome Québec Innovation Centre (Montreal, Canada, http://gqinnovationcenter.com/). Sequencing was performed in high output mode, producing 100bp single end reads.

### Bioinformatics pipeline

Raw Fastq files were cleaned using Trimmomatic (Bolger *et al.*, 2014), clipping adapter sequences, performing a 6 base head crop, clipping reads when the average base quality score fell below 30 in 4 base sliding window, and dropping remaining reads shorter than 50nt. The splice junction mapping software TopHat (v2.0.13, Trapnell *et al.*, 2012, http://ccb.jhu.edu/software/tophat/index.shtml) was used to align and map the trimmed reads to *B. napus* genome v5.0 (Chalhoub *et al.*, 2014, http://www.genoscope.cns.fr/brassicanapus/) and the *S. sclerotiorum* genome (Amselem *et al.*, 2011, https://www.ncbi.nlm.nih.gov/nuccore/NZ_AAGT00000000.1). Transcripts from each sample were assembled with Cufflinks (v2.2.1, https://github.com/cole-trapnell-lab/cufflinks) using the transcript annotation files to guide assembly. Individual samples’ transcript assemblies were merged with the reference. For a conservative and robust prediction of novel transcripts, the merged assembly was used to predict open reading frames with Transdecoder (v2.0.1, https://transdecoder.github.io/), and predicted genes were only kept if they were located within intergenic regions and the largest translated ORF had a blast hit using BLASTp (v2.2.30, http://blast.ncbi.nlm.nih.gov/) to Arabidopsis TAIR10 (http://arabidopsis.org), with an E-value cut off<1 × 10^-10^. Quantification of mapped reads was done with the Tuxedo package (v2.2.1, http://cole-trapnell-lab.github.io/cufflinks). This included differential expression analysis, and normalization of transcript abundances across samples in FPKM. Fuzzy k-means clustering analysis was performed per Belmonte *et al.* (2013). Following, selected gene sets were used as input into SeqEnrich (Becker *et al.*, 2017b), a program adapted for *B. napus* from ChipEnrich (Belmonte *et al.*, 2013). SeqEnrich contains the most current information on *B. napus* TFs, promoter motifs, and gene ontology (GO) available, and uses these data to produce predictive regulatory networks. Networks produced with SeqEnrich were visualized in Cytoscape (http://www.cytoscape.org/).

### Quantitative RT-PCR analysis

One microgram of total RNA from each biological replicate was used to construct cDNA libraries for quantitative real-time PCR (qPCR) using the Maxima First Strand Synthesis Kit (https://www.thermofisher.com/). qPCR was carried out using SsoFast Evagreen Supermix (http://www.bio-rad.com/), following manufacturer’s instructions, but proportionally adjusting to a 10µL reaction volume. Reaction steps were performed as follows: 95°C for 30 seconds, followed by 45 cycles of 95°C for 2 seconds and 60°C for 5 seconds. The ΔΔCt method, using the ubiquitin family protein *BnaC08g11930D* as a housekeeping gene in *B. napus*, was used to calculate fold changes between mock and *S. sclerotiorum* inoculated treatments in both cultivars. For Arabidopsis experiments, *EF1ALFA* (*AT5G60390*) was used as a housekeeping gene (Nicot *et al.*, 2005). Statistical significance was calculated using the Students t-test (*P*<0.05) and all primer sequences used are presented in Table S9.

### Enzyme assays

*S. sclerotiorum* inoculation and tissue collection was carried out as described above. Quantification of reduced and oxidized forms of ascorbate and glutathione were carried out per Zhang and Kirkham (1996). Enzymatic activity of ascorbate peroxidase (APX), monodehydroascorbate reductase (MDAR), dehydroascorbate reductase (DHAR), and glutathione reductase (GR) were carried out exactly as described in Belmonte and Stasolla (2009).

### Arabidopsis pathogenicity experiments

*Arabidopsis thaliana* and T-DNA insertion lines were obtained from The Arabidopsis Biological Resource Center (Ohio State University, https://abrc.osu.edu/). Seeds were surface sterilized using 75% ethanol and grown on Murashige and Skrooge medium (Phytotechnology Labratories) with 1% phytagel at pH 5.7. Seeds were vernalized for 3 days at 4 °C before being transferred to an incubation chamber for two weeks. Seedlings were then transplanted into Sunshine Mix #1 soil and kept at 22 °C a 16-h photoperiod. For *vitamin c defective 2* (SALK_146824) Arabidopsis plants, T-DNA insertion was verified with PCR. One rosette leaf of four-week old Arabidopsis plants was inoculated with a 4.5mm diameter agar plug containing growing *S. sclerotiorum* hyphae under high humidity levels maintained with a large clear plastic bag. Progression of infection at 24 and 48hpi was determined by measuring the leaf length and width and calculating elliptical area of infection in at least 14 plants per treatment. Progression of infection at 72hpi was determined by dividing total number of infected rosette leaves by total number of inoculated rosette leaves. RNA isolation, cDNA synthesis, and qPCR reactions were carried out as described above. Quantification of ascorbic acid (ASC) levels was performed as per Gillespie and Ainsworth (2007).

### Accession numbers

Raw and processed sequence data are available from the National Center for Biotechnology’s (NCBI) Gene Expression Omnibus as GEO Series GSE81545.

## Results

### Petal inoculation is essential for *S. sclerotiorum* infection

We developed a *S. sclerotiorum* petal inoculation method to identify how *B. napus* responds to fungal attack at the earliest stage of the infection process. Disease progression was assayed in universally susceptible (cv. Westar) and tolerant (cv. ZY821) genotypes of *B. napus.* The petal inoculation method replicates the infection process that naturally occurs in the field (Jamaux *et al.*, 1995; Huang *et al.* 2008). When leaves were infected with a senescing petal, we observed 100% infection compared to 20% with a fresh petal. Profound differences in disease progression were observed at 48hpi, with little green tissue remaining by 96hpi in the susceptible host (Fig. 1A). We measured lesion area and observed statistically larger lesions in susceptible hosts at 72, 96, and 120hpi, with a 78% increase by 120hpi (Fig. 1B). Scanning electron microscopy revealed topographic features of the infection process directly at the infection site. *S. sclerotiorum* hyphae did not appear to penetrate host tissues via stomata (Fig. 1C). Infection cushions were observed in both cultivars (Fig. 1D and 1E); however, they were qualitatively larger and more abundant on the ZY821 leaf surface.

**Fig. 1.**
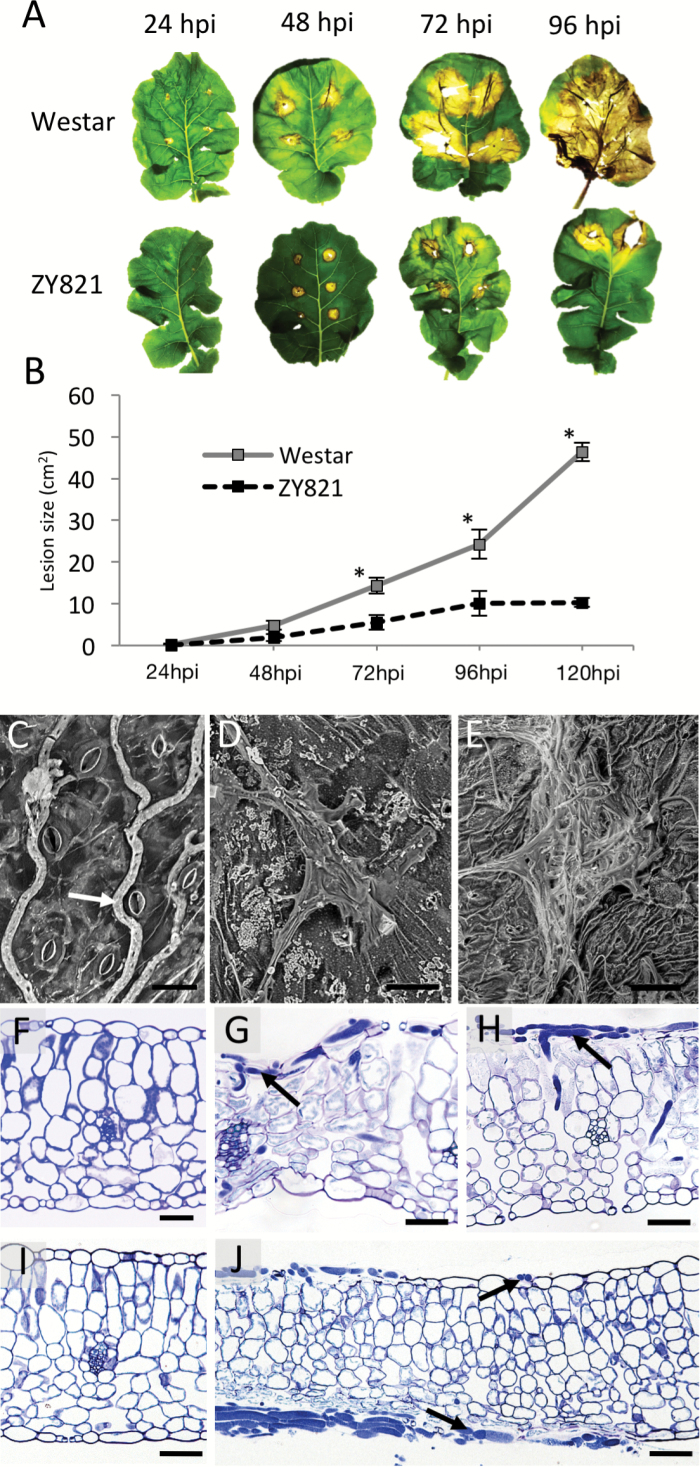
Characterization of the *Brassica napus*-*Sclerotinia sclerotiorum* pathosystem. (A) *S. sclerotiorum* lesion progression in *B. napus* susceptible (cv. Westar) and tolerant (cv. ZY821) genotypes. (B) Lesion size measurements±standard deviation from 24–120 hours post-inoculation (hpi) in Westar and ZY821, * indicates ANOVA *P*-value<0.05. (C) Scanning electron micrograph of *S. sclerotiorum* hyphae (arrow) avoiding stomata on the adaxial epidermis of Westar 24hpi. Representative *S. sclerotiorum* infection cushions on abaxial epidermis of (D) Westar and (E) ZY821. (F-J) Light microscopy of transverse leaf sections stained with Toluidine Blue O. (F) Un-inoculated section of healthy Westar tissue. (G) Westar leaf 48hpi showing extensive membrane shrinkage caused by *S. sclerotiorum*, and darkly staining hyphae (arrow). (H) Infection cushion (arrow) on adaxial epidermis of Westar 48hpi. (I) Un-inoculated healthy section of ZY821 tissues. (J) Cross-section of infected ZY821 leaves showing limited cellular degradation in advance of *S. sclerotiorum* hyphae (arrows). Scale bars, C: 80µm; D: 60µm; E: 120µm; F-J: 50µm.

We then used light microscopy directly at the infection site in the susceptible (Fig. 1F-H) and tolerant (Fig. 1I-J) hosts. Data revealed *S. sclerotiorum* growth inside susceptible epidermal cells at 48hpi and membrane shrinkage in advance of the infecting hyphae (Fig. 1G). Cellular degradation indicated by membrane shrinkage was only observed in the cells surrounding the hyphae in the tolerant cultivar. Similarly, fungal hyphae could penetrate the mesophyll in susceptible leaf tissues (Fig. 1H) more readily than in tolerant hosts (Fig. 1J).

### Global patterns of gene activity in response to *S. sclerotiorum*

To interrogate global changes in gene activity and elucidate potential regulatory elements contributing to the tolerant phenotype observed in ZY821, we performed high-throughput RNA-seq on both genotypes at 24hpi using ascospore- and mock-inoculated petals (Fig. 2). 

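Leaf tissue was sampled at the site of contact with petals 24 h after inoculation of the susceptible cultivar Westar and the tolerant cultivar ZY821. Petals had been incubated for 72 h with ascospores at 80,000 per mL, or with the carrier solution for mock inoculation. Each of the 4 groups held 3 biological replicates, so that 12 libraries were compared, and each replicate pooled tissue from at least 3 plants. ZY821 plants were vernalized for 4 weeks, in the cold with shorter days and less light, and Westar plants were not. Both were inoculated in bloom, so that plant age may differ as well. Cultivar and growth history therefore cannot be told apart in any comparison between cultivars. Polyadenylated RNA was sequenced as single-end reads of 100 bases. The submitters' processing notes name Trimmomatic, TopHat2 2.0.13, Cufflinks 2.2.1, bedtools, Cuffnorm and Cuffdiff, with the B. napus v5.0 and S. sclerotiorum v2 genomes.
The values compared here are the authors' FPKM for 95,256 B. napus transcript models. Of these, 1,557 carry a CUFF identifier because Cufflinks assembled them outside the reference annotation, and 81,516 are paired with a closest A. thaliana match. FPKM are not counts, but in the low values of each library the worth of a single read can be recognised, which gives an estimate of its depth. The estimates were 6.50, 7.20 and 18.7 M reads in the mock Westar libraries and 15.1, 15.8 and 20.9 M in the infected Westar libraries. In ZY821 they were 26.6, 1.33 and 17.2 M for mock and 8.70, 12.8 and 19.5 M for infected leaves, so that mock ZY821 replicate 2 was far shallower than the rest. These estimates equal 68.6 to 71.2% of the mapped reads listed per library in Table S1. FPKM summed to between 493,711 and 668,074 in 9 libraries and to 1,318,800, 1,085,230 and 1,163,530 in the 3 libraries of infected ZY821.
From there, log2(FPKM + 1) was compared between groups with limma for the 47,052 transcripts whose mean FPKM reached 1 in at least 1 group. A gene was called at a two-sided adjusted p under 0.05. Tests, gene lists, the rule for named genes and alternative settings were chosen before the data were examined, except where stated. All log2 changes, and the limits of 2-fold and 16-fold, are on the log2(FPKM + 1) scale, which understates changes of transcripts with low values. Ratios between groups, also where given as times higher, are of mean FPKM. Errors given after a mean are SDs of 3 libraries. B. napus carries near-identical copies of most genes in its A and C subgenomes, and values of such copies are uncertain because reads can be shared between them. Because infected ZY821 had the largest FPKM totals, each direction was also examined after scaling by median of ratios, after quantile normalization and, chosen after seeing the data, with equal FPKM totals. Equal totals lowered the median change of ZY821 genes by 0.85 log2 and median-of-ratios scaling lowered it by 0.29, so that a rise in ZY821 is relative to the authors' scaling.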

Reads were mapped to the reference assembly of *B. napus* v5.0 (Chalhoub *et al.*, 2014) and *S. sclerotiorum* (Amselem *et al.*, 2011). Total numbers of reads per biological replicate for each species are presented in Tables S1 and S2 respectively. For plant transcripts, we considered a transcript ‘detected’ if the Fragments Per Kilobase of gene per Million reads mapped (FPKM) level was≥1 (Bhardwaj *et al.*, 2015; Chan *et al.*, 2016). 

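Libraries of the same group resembled one another most closely, and treatment separated them more than cultivar did. The mean correlation of log2(FPKM + 1) across transcripts was 0.914 between libraries of a group. Between the cultivars it was 0.808 for mock and 0.791 for infected leaves. Between mock and infected leaves of a cultivar it was 0.593 in Westar and 0.385 in ZY821. Average-linkage clustering of the 12 libraries therefore joined Westar and ZY821 within each treatment first, and the mean correlation between cultivars within a treatment exceeded that between treatments within a cultivar by 0.311. These correlations run across genes, which are not independent replicates. With Spearman correlation the same difference was 0.250, and on untransformed FPKM it was 0.506. Single libraries varied around these means, and infected Westar replicate 3 lay closest to the mock leaves of its cultivar. It correlated at 0.645 to 0.727 with the mock Westar libraries and at 0.696 to 0.754 with the infected ZY821 libraries.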

Hierarchical clustering of detected transcripts grouped samples together based on treatment, indicating both cultivars underwent a broad shift in gene activity in response to *S. sclerotiorum* infection (Fig. 2A). Transcripts were further divided into those with low (1≤FPKM<5), moderate (5≤FPKM<25), or high (FPKM≥25) accumulation levels. Mock-inoculated samples in both cultivars had a similar distribution of lowly, moderately, and highly accu mulating mRNAs (Fig. 2B). In these mock treatments, a total of 38,254 transcripts were detected in Westar and 37,977 in ZY821. 

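In mock-inoculated leaves the classes were of similar size in the 2 cultivars. Transcripts with a mean FPKM from 1 to 5 made up 51.3% of those detected in Westar (19,549) and 51.7% in ZY821 (19,571). Those from 5 to 25 made up 39.0% (14,855) and 39.3% (14,866). Highly accumulating mRNAs, at an FPKM of 25 or more, numbered 3,707 in Westar and 3,438 in ZY821, or 9.73% and 9.08%. Among the highest were mRNAs of photosynthesis. CAB1 (BnaA04g20150D, chromosome A04, 15583473 to 15584422), encoding a light-harvesting chlorophyll a/b-binding protein, stood at 9,629 ± 4,373 FPKM (SD, n = 3) in mock Westar and 2,975 ± 409 in mock ZY821. Per library, the share at 25 or more was 9.94 ± 1.17% in mock Westar and 9.36 ± 0.387% in mock ZY821, a difference within the spread of the replicates.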

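A mean FPKM of at least 1 over the 3 replicates was reached by 38,111 transcripts in mock Westar and 37,875 in mock ZY821. Counted in single libraries, 37,139 ± 749 (SD, n = 3) transcripts reached 1 FPKM in mock Westar and 36,537 ± 643 in mock ZY821. The mock groups therefore differed by less than their replicates did. Between the mock-inoculated cultivars 4,520 genes differed, of which 2,012 were higher in ZY821 and 2,508 were lower. The MYB gene BnaC03g01730D was higher in mock ZY821, by 2.23 log2 (adjusted p = 0.00053), and so was the extracellular ATP receptor homologue DORN1 (BnaC03g11240D), by 2.04 log2 (adjusted p = 0.0014). The count fell to 2,911 without mock Westar replicate 2 and to 2,813 without mock ZY821 replicate 3, and 979 genes differed when the mock libraries were fitted alone.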

In leaf tissues infected with *S. sclerotiorum*, we detected 36,986 mRNAs in the susceptible host and 9% fewer (33,720) in ZY821. 

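Infected leaves of ZY821 expressed fewer transcripts than any other group. A mean of at least 1 FPKM was reached by 36,849 transcripts in infected Westar and 33,587 in infected ZY821, which is 8.85% fewer. In single libraries the numbers were 35,877, 35,924 and 36,980 for infected Westar and 32,232, 34,062 and 33,147 for infected ZY821, so that the ranges did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). In Westar, 5,822 transcripts were detected in mock leaves but not in infected leaves and 4,560 the other way round. In ZY821 the numbers were 9,835 and 5,547. The AP2/ERF gene BnaA09g16520D is one of the mRNAs that infected ZY821 gained. It was listed at 0 in every mock library and at 0, 2.50 and 0 FPKM in infected Westar, and reached 215 ± 6.47 (SD, n = 3) in infected ZY821.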

In the tolerant host, a greater percentage of detected transcripts had an FPKM>25 (21.1%) as compared to susceptible Westar (13.4%). 

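Infected leaves of both cultivars held more mRNAs at 25 FPKM or above than their mock controls, and infected ZY821 held the most. An FPKM of 25 or more was reached by 4,873 transcripts in infected Westar, 13.2% of those detected, and by 7,050 in infected ZY821, 21%. The numbers above 100 FPKM were 905 and 2,141. Above 1,000 FPKM there were fewer in infected than in mock Westar, 12 against 46, and more in infected than in mock ZY821, 128 against 15. JAZ1 (BnaA06g13250D, chromosome A06, 6946203 to 6947751), a repressor of jasmonate signalling, is one of these 128 at 1,673 ± 215 FPKM (SD, n = 3) in infected ZY821 against 10.5 ± 4.16 in infected Westar. Per library the share was 14.6, 13.8 and 11.3% in infected Westar and 22.7, 19.8 and 21.2% in infected ZY821. The gap between the infected cultivars, 8.02 points over libraries, was 6.36 points after median-of-ratios scaling and 1.26 points with equal FPKM totals.

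**Figure D1:**
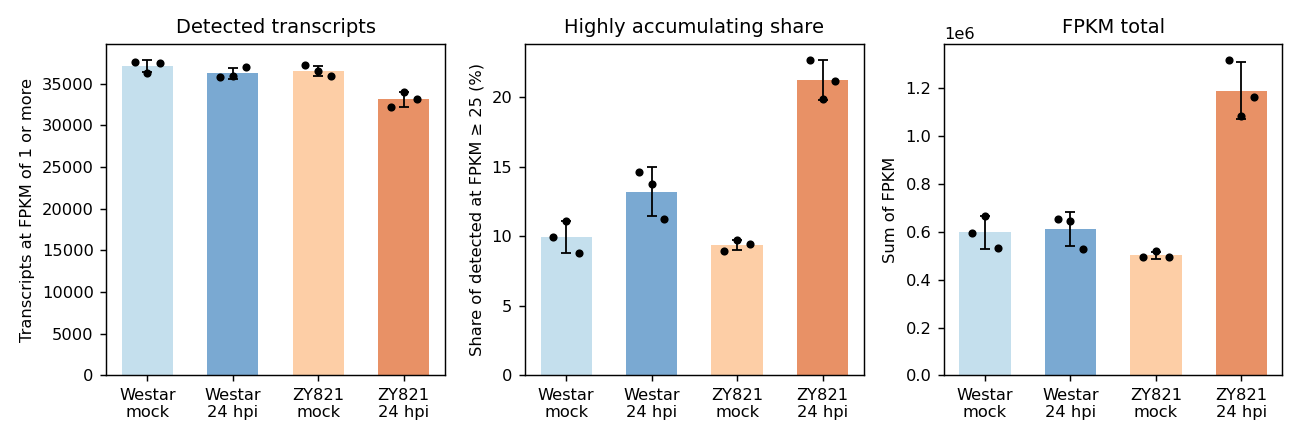
Transcripts detected per library (FPKM of at least 1) and the share of them at 25 FPKM or more, and the FPKM total of each library. Bars are means, error bars SDs and points the 3 replicates of each of the 4 groups. The 3 libraries of infected ZY821 have the fewest detected transcripts, 32,232 to 34,062, and the highest shares, 19.8 to 22.7%.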

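A mean FPKM of at least 1 in at least 1 group was reached by 47,052 transcripts, and 25,675 of them reached it in all 4 groups. Transcripts that reached it in a single group numbered 1,713 for mock Westar, 820 for infected Westar, 1,645 for mock ZY821 and 1,878 for infected ZY821. Mean levels of the mock groups correlated at r = 0.871 across transcripts, those of the infected groups at 0.816, those of mock and infected Westar at 0.623 and those of mock and infected ZY821 at 0.395. The 100 most abundant transcripts took 21.1% of all FPKM in mock Westar, 12.7% in infected Westar, 15.6% in mock ZY821 and 17.7% in infected ZY821. A fixed list of 180 photosynthesis genes took 19.2% of all FPKM in mock Westar and 2.57% in infected Westar, against 11.5 and 0.379% in ZY821. By contrast, 87 genes of indole glucosinolate and camalexin metabolism took 0.0931% in mock Westar, 1.58% in infected Westar, 0.117% in mock ZY821 and 2.88% in infected ZY821.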

Inclusive of all treatment groups we detected 47,154 mRNAs, with the most abundant 10,000 mRNAs showing distinct accumulation patterns between the two cultivars and treatments (Fig. 2C).

**Fig. 2.**
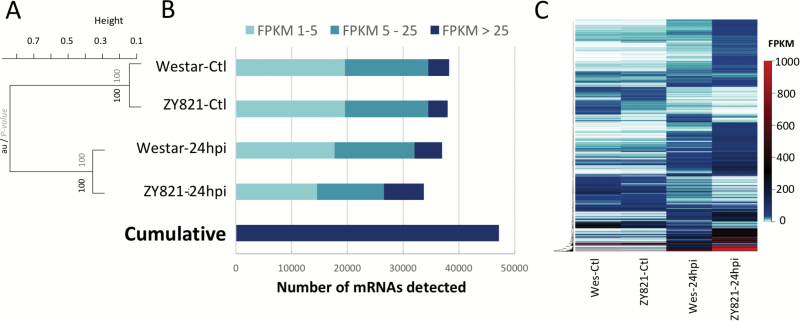
RNA Sequencing of susceptible (Westar) and tolerant (ZY821) genotypes of *B. napus* infected with *S. sclerotiorum.* (A) Hierarchical clustering of genes detected with a minimum FPKM of 1, with approximately unbiased (au) values in black and bootstrap P-values in grey. (B) Distribution of transcript abundances in FPKM normalized across the four treatments. (C) Clustered heatmap of top 10,000 most highly abundant mRNAs.

### Identification of unannotated genes with roles in plant defense

To identify whether previously unannotated genes play a role in *B. napus* defense to *S. sclerotiorum*, reads of individual samples were assembled, merged, and compared with the existing *B. napus* transcriptome annotation (Table S1, Chalhoub *et al.*, 2014; Trapnell *et al.*, 2012). To strengthen predictive power, only detected transcripts outside of existing gene models with protein blast hits to *A. thaliana* were retained. 

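Of the 1,557 transcript models assembled outside the reference annotation, 1,232 reached a mean of 1 FPKM in at least 1 group, and all of these carry an A. thaliana match. Per group, 792 were detected in mock Westar, 808 in infected Westar, 828 in mock ZY821 and 765 in infected ZY821. Upon infection 437 changed in Westar, with 231 higher and 206 lower, and 704 changed in ZY821, with 379 higher and 325 lower. The response differed between the cultivars for 231. Detection was limited to infected leaves for 248 and to mock leaves for 235. Their median length was 1,049 bases against 1,280 for annotated transcripts, the median number of exons was 2, and 448 had a single exon. Among those that fell, a rubisco activase transcript (CUFF.16712.3), which keeps the carbon-fixing enzyme active, went from 348 ± 118 FPKM (SD, n = 3) to 65.9 ± 58.1 in Westar (adjusted p = 0.00245) and from 271 ± 39.7 to 23.0 ± 10.1 in ZY821 (adjusted p = 0.000139).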

Using these criteria, a total of 1,233 previously unannotated transcripts were identified (Table S3) and graphed as a heatmap (Fig.S1). 

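Transcripts assembled outside the annotation include some of the strongest responses to infection. A homologue of LTPG5 (CUFF.21966.1, chromosome C03, 27635374 to 27636727), encoding a lipid transfer protein, rose from 2.13 ± 1.4 FPKM (SD, n = 3) to 440 ± 207 in Westar (log2 change 7.13, SE 0.57, adjusted p = 2.46e-06). In ZY821 it rose from 2.06 ± 2.19 to 3,003 ± 803, and this rise was larger by 3.04 log2 (adjusted p = 0.0283). A second lipid transfer homologue (CUFF.3931.1) rose from 1.08 to 294 FPKM in Westar and from 1.70 to 1,697 ± 186 in ZY821. Neighbouring transcripts on C05 match ATP SULFURYLASE 1, the first enzyme of sulfate assimilation. CUFF.26852.1 (28411660 to 28412901) rose from 9.84 ± 6.20 to 242 ± 75.1 FPKM in Westar and from 12.9 ± 2.30 to 899 ± 92.2 in ZY821, and CUFF.26855.1 rose from 3.17 to 185 in ZY821, more than in Westar (adjusted p for the difference = 0.0205). A transcript of BETA GLUCOSIDASE 27 (CUFF.4914.2) reached 171 and 906 FPKM in the infected cultivars. The polyubiquitin transcript CUFF.8326.4 (chromosome A06, 17293865 to 17296859) rose by 1.24 log2 in Westar (adjusted p = 0.00752) and by 1.69 in ZY821 (adjusted p = 0.000531). Levels of an actin 7 homologue (CUFF.28029.1) fell in both cultivars, from 145 ± 31.4 to 25.9 ± 14.6 FPKM in Westar and from 34.1 ± 23.0 to 3.04 ± 2.06 in ZY821. ERD15 (CUFF.37984.1), an early dehydration-response gene, fell in Westar by 2.33 log2 (adjusted p = 0.00128) and had means of 202 and 231 FPKM in mock and infected ZY821 (adjusted p = 0.735), where the log2 change was -1.52 after quantile normalization. CUFF.21966.1 did not pass for the difference in response (log2 2.59 to 3.16) without mock Westar replicate 1 or 2, infected Westar replicate 3, mock ZY821 replicate 2 or infected ZY821 replicate 1 or 3.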

The 20 most abundant novel transcripts are presented in Table S4, and include potential homologues of characterized Arabidopsis lipid transfer genes, sulfur assimilators (*ATP SULFURYLASE 1*), protein regulators (*POLYUBIQUITIN 10*), and signal transducers *(MAP KINASE 4*; *MPK4*).

### Differential gene activity in response to *S. sclerotiorum* infection

We then identified gene sets activated in *B. napus* in response to *S. sclerotiorum* in both susceptible and resistant cultivars. 

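In Westar, infection changed the levels of 20,603 of the 47,052 transcripts tested, or 43.8%, at an adjusted p under 0.05, with 10,511 higher and 10,092 lower. Of the 42,671 transcripts detected in at least 1 Westar group, 20,416 changed, or 47.8%. A change of at least 2-fold on the log2(FPKM + 1) scale was met by 8,192 of the higher and 7,311 of the lower genes. The largest rises by the fixed rule include a peroxidase (BnaC02g09180D), which rose from 0.193 FPKM to 419 ± 132 (SD, n = 3; log2 change 8.42), GDSL lipase 3 (BnaA08g00970D), from 3.02 to 905, and a pathogenesis-related thaumatin (BnaC05g14950D), from 0.915 to 517. The cinnamate hydroxylase C4H (BnaA04g17560D), an enzyme of lignin synthesis, rose from 1.10 to 238 ± 63.1. Among the largest falls were a gibberellin-regulated protein (BnaAnng38970D), from 184 to 2.25 FPKM, and a CAB1 homologue (BnaA07g07560D), from 2,486 to 105. With median-of-ratios scaling, which lowered the median change by 0.15 log2, the split was 9,381 higher and 12,276 lower.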

We found 53% of genes detected were differentially expressed (false discovery rate<0.05) in susceptible leaves with a total of 11,726 genes being differentially up- and 10,936 differentially downregulated. 

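In ZY821, infection changed 30,612 of the 47,052 transcripts tested, or 65.1%, with 15,667 higher and 14,945 lower. Of the 43,422 detected in at least 1 ZY821 group, 30,297 changed, or 69.8%. At least 2-fold changes numbered 13,022 and 11,910. GSTU8 (BnaC01g39170D), a glutathione S-transferase of detoxification, rose from 2.41 FPKM to 3,192 ± 411 (SD, n = 3), against 2.58 to 488 ± 189 in Westar (adjusted p for the difference in response = 0.0218). CARBONIC ANHYDRASE 3 (BnaCnng45230D) rose from 3.98 to 3,525 FPKM, and ANTHRANILATE SYNTHASE ALPHA 1 (ASA1, BnaC03g02240D), which feeds tryptophan and indole metabolism, rose from 2.96 to 714 ± 177. Among the falls, the lipid transfer protein gene LTP1 (BnaC04g45800D) went from 167 to 1.56 FPKM (log2 change -5.42, adjusted p = 0.000951). Directions in ZY821 depend on the scaling of its infected libraries. The split was 13,021 higher and 17,594 lower after median-of-ratios scaling, and 8,609 higher and 23,485 lower with equal FPKM totals. BnaC01g39170D did not pass for the difference in response (log2 2.91 to 3.11) without mock Westar replicate 1, infected Westar replicate 3 or infected ZY821 replicate 1.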

Overall, 65% of the genes were differentially expressed in the tolerant cultivar, with 13,782 up- and 14,375 downregulated. 

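Most genes that infection changed in Westar also changed in ZY821, and in the same direction. Higher levels in both cultivars were found for 9,177 genes, where independent lists of these sizes would share 3,500, and lower levels in both for 8,163, against 3,205. Only 121 of the 17,461 genes changed in both went in opposite directions. Log2 changes in the 2 cultivars correlated at r = 0.856 across the genes tested, and the 2 comparisons share no library. Over the 17,461 genes changed in both, a line through 0 had a slope of 1.34 for ZY821 on Westar. The threshold was passed only in Westar by 1,334 higher and 1,929 lower genes, and only in ZY821 by 6,490 and 6,782. Of the genes higher only in ZY821, 1,942 (29.9%) also passed the test of the difference in response, and of those higher only in Westar 437 (32.8%) did. For the lower genes the numbers were 1,280 (18.9%) and 208 (10.8%). A tested difference in response was found for 7,189 genes, 4,898 of them with the higher log2 change in ZY821 and 2,291 with the lower. After median-of-ratios scaling these were 3,443 and 2,540, after quantile normalization 2,032 and 1,330, and with equal FPKM totals 1,301 and 11,003. Without mock Westar replicate 1, infected Westar replicate 3, infected ZY821 replicate 1 or infected ZY821 replicate 3, the number of genes with a tested difference was 4,562, 4,159, 4,349 and 4,468. Genes higher only in Westar numbered 872 without mock Westar replicate 2, and those lower only in Westar numbered 1,128 without that library, 1,255 without infected Westar replicate 1 and 970 without infected Westar replicate 2. A peroxidase (BnaC02g09180D) illustrates a Westar response, since its means were 0.746 FPKM in mock and 0.606 in infected ZY821, while SAG21 (BnaC03g73200D), a stress-induced late embryogenesis gene, rose from 51.5 to 827 FPKM in Westar and more steeply, from 25.3 to 2,649, in ZY821 (adjusted p for the difference = 0.0104). From the breadth of these responses, the paper proposes that large coordinated shifts in gene expression take place in both hosts early in infection.

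**Figure D2:**
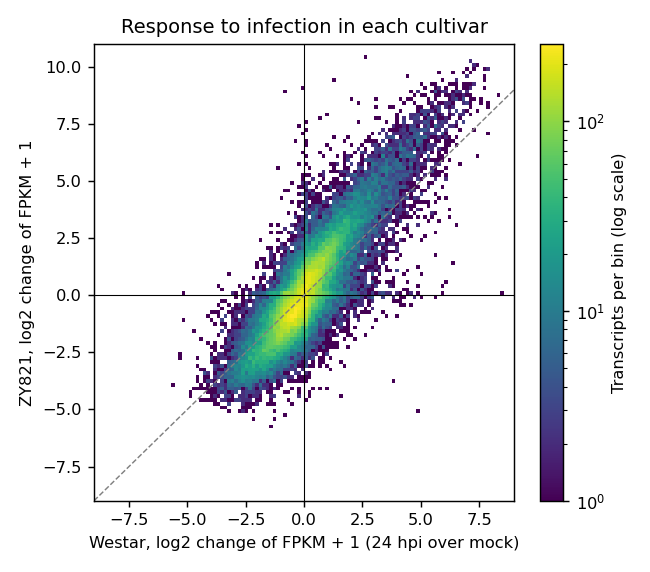
Log2 change upon infection in Westar (horizontal axis) and in ZY821 (vertical axis), with the colour of each bin giving the number of transcripts on a log scale and the dashed line marking equal changes. Most transcripts lie along a rising band under the authors' scaling, and equal FPKM totals would shift the ZY821 axis down by 0.85.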

Although the majority of differentially expressed genes were shared between the two cultivars, we found relatively large number of genes specifically differentially expressed in each cultivar (Fig. 3A). This suggests large coordinated shifts in gene expression in susceptible and resistant hosts at early stages of the infection process.

### Gene ontology analysis reveals biological processes shared between tolerant and susceptible *B. napus* plants responding to *S. sclerotiorum*

To query the biological processes encoded within differentially expressed gene sets, we used the GO enrichment function of SeqEnrich (Becker *et al.*, 2017b). GO terms were considered significantly enriched if the hypergeometric *P*-value<0.001 (Fig. 3B, Table S5). We predicted plant defense hormones to be active in both susceptible and tolerant leaves in response to *S. sclerotiorum*. Salicylic acid (*P*=2.72E-79), abscisic acid (*P*=1.85E-73), and jasmonic acid (*P*=2.73E-71) signalling processes, as well as response to ethylene (*P*=1.89E-69), were all enriched in genes upregulated in response to the fungus in both treatments (Table S5).

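Genes of salicylic acid, jasmonic acid and ethylene rose in both cultivars more often than they fell, whereas genes of abscisic acid fell more often than they rose. Of 97 salicylic acid genes measured, 55 rose and 3 fell in Westar (55 and 4 adjusted over the list alone; adjusted p = 0.277 with an estimated correlation), and 44 rose and 14 fell in ZY821 (the same numbers adjusted over the list alone; adjusted p = 0.586 with an estimated correlation). PR1 (BnaC03g45470D, chromosome C03, 30460476 to 30461095), the marker gene of salicylic acid signalling, rose from 90.5 ± 120 FPKM (SD, n = 3) to 1,807 ± 1,389 in Westar (log2 change 5.35, SE 1.06, adjusted p = 0.00191) and from 6.03 ± 5.08 to 544 ± 159 in ZY821 (6.47, SE 1.06, adjusted p = 0.000216). NPR1 (BnaA09g11550D), the salicylic acid receptor and coactivator, fell by 2.13 log2 in ZY821 (adjusted p = 7.27e-05), and its change in Westar, -0.71 log2, did not pass (adjusted p = 0.075).
Of 111 jasmonic acid genes, 68 rose and 9 fell in Westar (72 and 9 adjusted over the list alone; adjusted p = 0.108 with an estimated correlation), and 67 rose and 17 fell in ZY821 (68 and 17; adjusted p = 0.144). The JAZ1 copy on chromosome A06 rose in Westar by 2.63 log2 (SE 0.36) and in ZY821 by 10.34, so that the responses differed (adjusted p = 1.09e-05). A second JAZ1 copy (BnaC05g14810D) went from 7.93 to 630 FPKM in Westar and from 6.41 to 3,209 in ZY821. PDF1.2 (BnaA07g32130D, chromosome A07, 22325086 to 22325665), a defensin under jasmonate and ethylene control, rose from 262 ± 215 to 2,135 ± 1,151 FPKM in Westar and from 498 ± 289 to 5,694 ± 2,090 in ZY821.
Of 49 ethylene genes, 25 rose and 7 fell in Westar (27 and 8 adjusted over the list alone; adjusted p = 0.267 with an estimated correlation), and 30 rose and 6 fell in ZY821 (30 and 6; adjusted p = 0.214). Of 107 abscisic acid genes, 5 rose and 38 fell in Westar (5 and 35 adjusted over the list alone; adjusted p = 0.277 with an estimated correlation), and 19 rose and 52 fell in ZY821 (19 and 52; adjusted p = 0.303). ABA1 (BnaC07g16350D), the zeaxanthin epoxidase at the start of abscisic acid synthesis, fell from 331 to 92.3 FPKM in Westar (adjusted p = 0.00641) and from 310 to 37.5 in ZY821 (adjusted p = 0.000153). LOS5 (BnaA06g38330D), which activates the last enzyme of the synthesis, rose from 1.46 to 7.10 and from 2.15 to 15.6 FPKM. A CYP707A homologue (BnaC02g31560D), of the family that inactivates abscisic acid, fell in Westar from 2.39 to 0.794 and rose in ZY821 from 0.375 to 32.3, a tested difference of 5.49 log2 (SE 0.44, adjusted p = 2.96e-05). Adjusted p values of lists come from camera and compare the list with all other genes. BnaC02g31560D did not pass for the change in Westar (log2 -0.96 to -0.57) without mock Westar replicate 1 or 3, infected Westar replicate 1, 2 or 3 or infected ZY821 replicate 2.

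**Figure D3:**
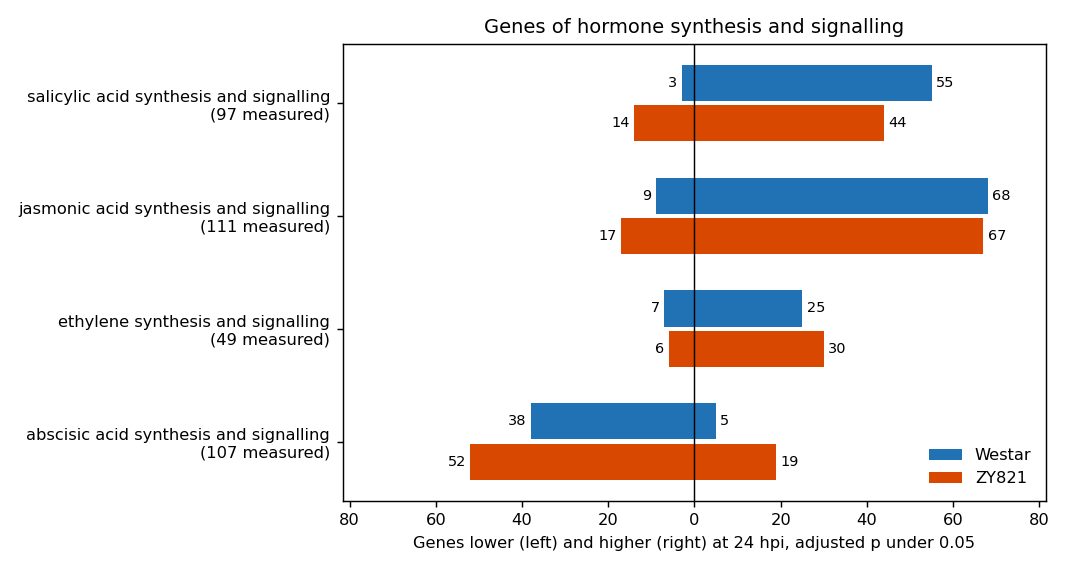
Number of genes of each hormone list that were higher (right) and lower (left) in infected than in mock leaves at an adjusted p under 0.05, in Westar and ZY821. Higher genes outnumber lower ones for salicylic acid, jasmonic acid and ethylene in both cultivars, and lower ones outnumber higher ones for abscisic acid.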

**Fig. 3.**
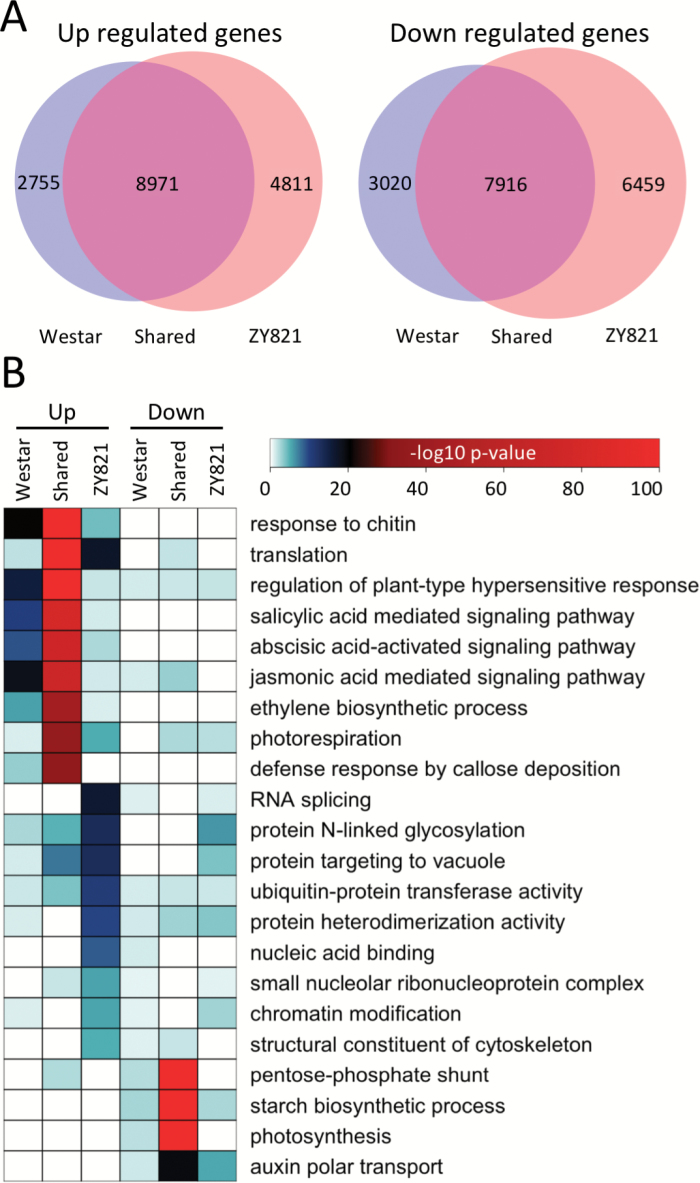
Differential gene expression and gene ontology (GO) analysis. (A) Euler diagrams showing number of genes differentially expressed in susceptible (Westar) and tolerant (ZY821) genotypes of *B. napus* infected with *S. sclerotiorum* (false discovery rate<0.05). Overlapping segments represent genes differentially expressed in both genotypes. (B) Heatmap of a subset of significantly enriched GO terms. GO terms are considered statistically significant if the hypergeometric *P*-value<0.001. See also Table S5.

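Most mRNAs of photosynthesis fell upon infection in both cultivars. Of 180 photosynthesis genes measured, none was higher and 170 were lower in Westar (1 and 170 adjusted over the list alone), with a median log2 change of -2.96 (adjusted p = 0.281 with an estimated correlation). In ZY821, 3 were higher and 168 lower, by the same numbers over the list alone, with a median of -3.49 (adjusted p = 0.32). CAB1 (BnaA04g20150D) fell to 879 ± 730 FPKM (SD, n = 3) in infected Westar (log2 change -3.76, SE 0.81, adjusted p = 0.00303) and to 189 ± 114 in infected ZY821 (-4.21, adjusted p = 0.000667). A ferredoxin-NADP reductase copy (BnaA02g34830D) is one of the exceptions, since it fell from 12.9 to 2.81 FPKM in Westar and rose from 1.76 to 12.6 in ZY821. All 38 chlorophyll synthesis genes fell in Westar, also when adjusted over the list alone (median -2.33, adjusted p = 0.277 with an estimated correlation), and 37 fell in ZY821 (37 over the list alone; median -3.11, adjusted p = 0.303). Protochlorophyllide reductase (BnaC01g19630D), the light-dependent step of chlorophyll synthesis, went from 195 to 17.9 FPKM in Westar and from 84.9 to 3.81 in ZY821.
Genes of photorespiration, the salvage pathway for the oxygenated product of rubisco, mostly fell as well. Of 95 core enzyme and transporter genes, 6 rose and 59 fell in Westar (6 and 64 adjusted over the list alone; median -1.88, adjusted p = 0.329 with an estimated correlation), and 8 rose and 74 fell in ZY821 (8 and 75; median -3.02, adjusted p = 0.303). The peroxisomal aminotransferase AGT (BnaC03g45180D, chromosome C03, 30194689 to 30196950) fell from 786 to 145 FPKM in Westar (adjusted p = 0.0028) and from 478 to 31.6 in ZY821, and hydroxypyruvate reductase (BnaA07g26770D) from 633 to 92.7 and from 356 to 20.4. The members that rose include mitochondrial lipoamide dehydrogenase 2 (BnaA05g22860D), from 9.40 to 32.7 FPKM in Westar and from 6.23 to 36.1 in ZY821, and a glutamate:glyoxylate aminotransferase copy (BnaC07g13140D), from 4.03 to 16.1 and from 1.00 to 45.5. Of 41 starch synthesis genes, 1 rose and 26 fell in Westar (2 and 29 adjusted over the list alone; adjusted p = 0.346 with an estimated correlation), and none rose and 34 fell in ZY821 (1 and 34; adjusted p = 0.303). A granule-bound starch synthase homologue (BnaC05g28330D) went from 135 to 35.6 FPKM in Westar and from 140 to 13.8 in ZY821. Mitochondrial complex I, measured by 126 genes, went both ways, with 21 higher and 10 lower in Westar (17 and 8 adjusted over the list alone; adjusted p = 0.882 with an estimated correlation) and 34 higher and 25 lower in ZY821 (31 and 23; adjusted p = 0.956). The median change of complex I genes in ZY821, 0.22 log2, became -0.10 after median-of-ratios scaling and -0.75 with equal FPKM totals.

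**Figure D4:**
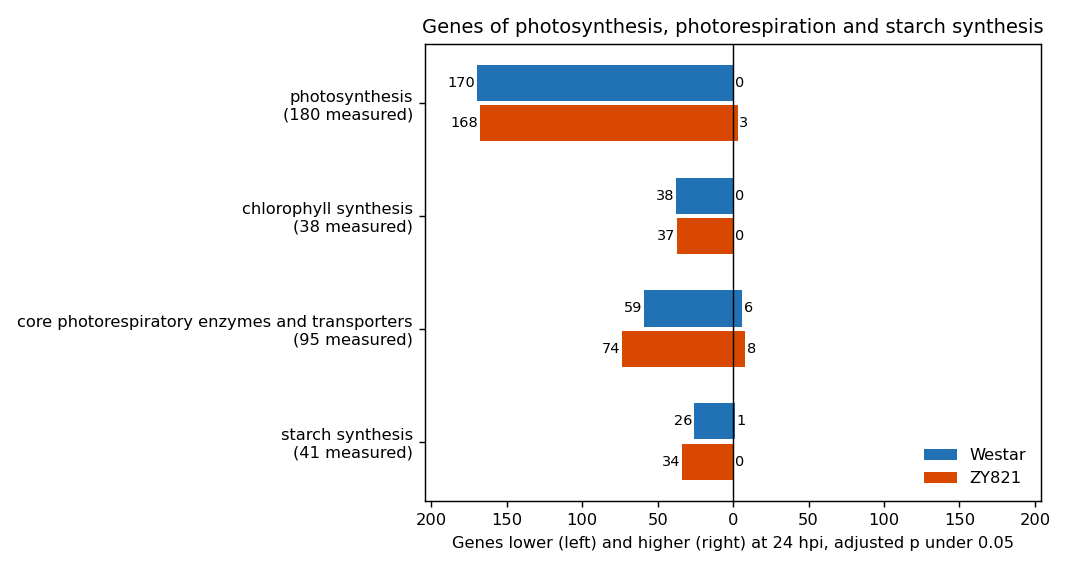
Number of genes per list that were higher (right) and lower (left) in infected than in mock leaves at an adjusted p under 0.05, in Westar and ZY821. Lower genes outnumber higher ones in all 4 lists and both cultivars.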

In response *S. sclerotiorum*, both susceptible and resistant hosts activated genes enriched for photorespiration (*P*=2.67E-36) and downregulated genes enriched for photosynthesis (*P*=5.06E-137) and starch biosynthetic processes (*P*=1.27E-180), suggesting inhibition of growth-related bioprocesses in response to pathogen. Likewise, in both genotypes shared downregulated genes were associated with auxin-activated signaling pathways (*P*=3.27E-06) and auxin polar transport (*P*=4.69E-06). Together, this is indicative of large-scale transcriptional reprogramming following infection with *S. sclerotiorum* in both genotypes that may modulate growth and metabolism.

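More auxin genes fell than rose in both cultivars. Of 121 genes of auxin transport and signalling, 6 rose and 68 fell in Westar (6 and 71 adjusted over the list alone), with a median log2 change of -1.0 (adjusted p = 0.267 with an estimated correlation). In ZY821, 12 rose and 78 fell (12 and 78 over the list alone), with a median of -1.36 (adjusted p = 0.291). IAA9 (BnaA06g24570D), a repressor of auxin response, fell from 57.1 to 31.4 FPKM in Westar (adjusted p = 0.0103) and from 63.5 to 21.2 in ZY821. The AUX/IAA gene BnaC05g02370D fell from 11.7 to 1.51 FPKM and from 30.6 to 0.843. The auxin transporter gene ABCB4 (BnaA07g19210D) went the other way, from 5.64 to 66.1 FPKM in Westar and from 4.42 to 230 in ZY821. For 3 auxin genes the log2 change was higher in ZY821 than in Westar and for 6 it was lower (0 and 1 adjusted over the list alone).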

### Identification of biological processes activated specifically in *B. napus* tolerant to *S. sclerotiorum*

Next, we were interested in exploring the biological processes active in the 4,811 genes upregulated exclusively in tolerant hosts following pathogen exposure (Fig. 3B). 

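Genes that passed the threshold for a rise in ZY821 and not in Westar numbered 6,490. Many of them moved the same way in Westar without passing, since 79.0% had a log2 change above 0 there. Their median log2 change was 1.24 in ZY821 and 0.31 in Westar, and the difference in response passed for 1,942 of them. GAPDH (BnaA01g33660D), of glycolysis, rose in both cultivars but more in ZY821, from 11.8 to 214 FPKM against 8.33 to 31.6 in Westar (adjusted p for the difference = 0.00717). Of the 9,177 genes higher in both cultivars, 2,793 rose more in ZY821 and 52 rose less. With equal FPKM totals, 1,658 genes rose in ZY821 only.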

We identified bioprocesses previously unassociated with *B. napus* defense against *S. sclerotiorum*, including RNA-splicing (*P*=3.49E-17) and chromatin modification (*P*=3.43E-06). Additionally, this gene set was associated with GO terms related to protein sorting and trafficking, including protein N-linked glycosylation (*P*=4.26E-14) and protein targeting to vacuole (*P*=5.52E-14), in which *VACUOLAR SORTING RECEPTOR 1*, vSNARE protein family members, and *BZIP53* transcripts were also differentially up-regulated. 

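Most splicing factor genes did not pass the test in Westar, and more rose than fell in ZY821. Those that did not pass numbered 64 in Westar and 44 in ZY821. Over all transcripts tested, 43.8% changed in Westar and 65.1% in ZY821. Of 84 splicing genes measured, 8 rose and 12 fell in Westar (3 and 8 adjusted over the list alone; adjusted p = 0.782 with an estimated correlation), and 31 rose and 9 fell in ZY821 (31 and 9; adjusted p = 0.633). The difference in response passed for 13, all with the higher change in ZY821 (15 and 0 adjusted over the list alone; adjusted p = 0.535 with an estimated correlation). A serine/arginine-rich splicing factor gene of the RSZ type (BnaC03g20680D) rose in both cultivars, from 14.3 to 30.0 FPKM in Westar (adjusted p = 0.00869) and from 15.4 to 68.0 in ZY821. A U2 snRNP gene (BnaA05g12150D), part of the complex that recognises the branch point, rose from 8.22 to 44.3 FPKM in ZY821, by 1.48 log2 more than in Westar (adjusted p = 0.0248). RSZ32 (BnaA03g00590D, chromosome A03, 271561 to 273654) fell in Westar from 36.2 ± 12.1 FPKM (SD, n = 3) to 19.1 ± 3.37 (adjusted p = 0.0252) and rose in ZY821 from 16.0 ± 3.87 to 28.8 ± 4.29 (adjusted p = 0.0201), a sign that turned in ZY821 after quantile normalization and with equal FPKM totals. The median change of the list in ZY821 was 0.35 log2, and -0.58 with equal totals, where the median difference from Westar also turned from 0.54 to -0.43. BnaA03g00590D did not pass for the change in Westar (log2 -0.89 to -0.61) without mock Westar replicate 2 or infected Westar replicate 1 or 3. BnaA03g00590D did not pass for the change in ZY821 (log2 0.69 to 0.79) without mock ZY821 replicate 1 or 3 or infected ZY821 replicate 1 or 3. BnaA05g12150D did not pass for the difference in response (log2 1.26 to 1.35) without mock Westar replicate 2, infected Westar replicate 3, mock ZY821 replicate 2 or infected ZY821 replicate 1.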

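Single genes of N-linked glycosylation and of vacuolar trafficking differed in response between the cultivars, while neither list passed for the difference. Of 48 N-glycosylation genes, 20 rose and 5 fell in Westar (20 and 5 adjusted over the list alone; adjusted p = 0.425 with an estimated correlation), and 16 rose and 14 fell in ZY821 (16 and 14; adjusted p = 0.992). The difference passed for 2 with the higher and 4 with the lower change in ZY821 (1 and 2 adjusted over the list alone; adjusted p = 0.535 with an estimated correlation). The ER oligosaccharyltransferase subunit BnaC04g19040D rose from 10.0 to 36.5 FPKM in Westar and from 8.58 to 50.4 in ZY821. A ribophorin I copy (BnaC06g37140D) of the same enzyme fell in ZY821 by 2.02 log2, a response lower than in Westar by 1.51 log2 (adjusted p = 0.011).
Of 80 genes of vacuolar sorting and SNARE proteins, 16 rose and 12 fell in Westar (15 and 12 adjusted over the list alone; adjusted p = 0.882 with an estimated correlation), and 30 rose and 22 fell in ZY821 (30 and 22; adjusted p = 0.812). The difference passed for 10 with the higher and 4 with the lower change in ZY821 (11 and 5 adjusted over the list alone; adjusted p = 0.719). A synaptobrevin-like vSNARE gene (BnaC03g18460D, chromosome C03, 9464802 to 9466720), for a membrane fusion protein of vesicles, rose from 10.5 to 82.9 FPKM in Westar and from 15.9 to 329 in ZY821, where its rise was larger by 1.47 log2 (adjusted p = 0.0239). VSR1 (BnaA07g15790D, chromosome A07, 13560276 to 13564419) had 12.7 ± 4.14 FPKM (SD, n = 3) in mock and 22.0 ± 0.872 in infected ZY821 (log2 change 0.78, SE 0.24, adjusted p = 0.0117), and its sign turned with equal FPKM totals. It was the only one of 5 VSR1 homologues tested to rise in ZY821, and its difference from Westar did not pass (adjusted p = 0.186). BZIP53 (BnaC06g18530D, chromosome C06, 20848214 to 20848619), a transcription factor of amino acid metabolism under low energy, rose from 30.7 ± 8.08 to 284 ± 55.7 FPKM in ZY821 (3.18, SE 0.33, adjusted p = 6.82e-06), and its change in Westar was smaller by 2.57 log2 (adjusted p = 0.00561). Other BZIP53 homologues were not uniform. By mean FPKM, BnaC08g32220D and BnaA09g39870D also had the larger rise in ZY821, whereas BnaA07g19330D had it in Westar. The median change of the trafficking list in ZY821, 0.28 log2, became -0.08 after median-of-ratios scaling, -0.14 after quantile normalization and -0.75 with equal totals. BnaA07g15790D did not pass for the change in ZY821 (log2 0.59) without mock ZY821 replicate 2. BnaC03g18460D did not pass for the difference in response (log2 1.4 to 1.45) without mock Westar replicate 1 or infected ZY821 replicate 1.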

Interestingly, the data also point to a role of the structural component of the cytoskeleton (*P*=8.60E-06), with both *ACTIN 2* (*ACT*2) and *TUBULIN BETA CHAIN 4* upregulated in ZY821 (Fig. S4, Table S6).

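For actin and tubulin, more genes fell than rose in Westar, and more rose than fell in ZY821. Of 74 actin and tubulin genes, 7 rose and 20 fell in Westar (7 and 20 adjusted over the list alone; adjusted p = 0.766 with an estimated correlation), and 30 rose and 18 fell in ZY821 (30 and 18; adjusted p = 0.908). The difference in response passed for 13 with the higher and 2 with the lower change in ZY821 (14 and 3 adjusted over the list alone; adjusted p = 0.719 with an estimated correlation). ACT2 (BnaA03g34950D, chromosome A03, 17050660 to 17053064) had 106 ± 62.4 FPKM (SD, n = 3) in mock and 124 ± 31.1 in infected Westar (adjusted p = 0.515). In ZY821 it rose from 95.3 ± 21.2 to 536 ± 50.5 (log2 change 2.50, SE 0.42, adjusted p = 0.000244), which was more than in Westar by 2.14 log2 (adjusted p = 0.0322). ACT7 (BnaA02g00190D) rose from 44.0 to 118 FPKM in Westar and from 94.6 to 1,146 in ZY821. Of the TUB4 homologues that rose in ZY821, BnaAnng09960D (unplaced A sequence, 10762670 to 10764505) went from 56.3 ± 22.8 to 197 ± 34.4 FPKM (1.87, SE 0.47, adjusted p = 0.00404) and BnaCnng36540D from 22.9 to 93.7. No TUB4 homologue passed the test of the difference between cultivars. BnaA02g22660D, from 82.2 to 195 FPKM, BnaC02g31030D, from 41.4 to 105, and BnaCnng62490D, from 38.6 to 88.6, also rose in ZY821, and the sign of all 3 turned after quantile normalization. Over the list, the median change in ZY821 was 0.34 log2, and -0.03 after median-of-ratios scaling, -0.14 after quantile normalization and -0.62 with equal FPKM totals. BnaA03g34950D did not pass for the difference in response (log2 1.7 to 2.25) without mock Westar replicate 1 or 2, infected Westar replicate 1 or 3, mock ZY821 replicate 1 or 2 or infected ZY821 replicate 1, 2 or 3. BnaA02g22660D did not pass for the change in ZY821 (log2 1.07 to 1.21) without mock ZY821 replicate 2 or 3 or infected ZY821 replicate 1 or 3. BnaCnng62490D did not pass for the change in ZY821 (log2 0.85 to 1.4) without mock ZY821 replicate 3 or infected ZY821 replicate 1, 2 or 3.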

To identify potential regulatory networks controlling these biological processes, we used SeqEnrich (Becker *et al.*, 2017b), which contains a curated database containing all current information on *B. napus* TFs, DNA sequence motifs, and GO terms. Using this program, TFs were associated with DNA sequence motifs overrepresented (*P<*0.001) in gene promoters within enriched GO terms. Two networks were identified in genes specifically upregulated in tolerant hosts at 24hpi (Table S7). 

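BnaC02g27760D (chromosome C02, 25695957 to 25696660), whose closest A. thaliana match is annotated as the CAPRICE-like MYB3 gene, was listed at 0 in all libraries of mock and infected Westar and of mock ZY821. In the 3 infected ZY821 libraries it was listed at 0, 2.09 and 4.4 FPKM, which passed the test in ZY821 (adjusted p = 0.019) but not as a difference between cultivars (adjusted p = 0.165). Homologues of the phosphatase CPL3, which acts on the C-terminal domain of RNA polymerase II, rose in ZY821. They were BnaA05g10040D, from 0.998 to 2.94 FPKM (adjusted p = 0.00186), and BnaC04g54120D, from 3.53 to 7.61 (adjusted p = 0.00554), with a sign that turned for the latter with equal FPKM totals.
Several MYB genes rose in ZY821. BnaC03g01730D (chromosome C03, 835824 to 836900) rose from 5.06 ± 1.16 to 42.1 ± 6.98 FPKM, while it was listed at 0 in every infected Westar library and had a mean of 0.341 in mock Westar, a tested difference in response of 3.19 log2 (adjusted p = 0.000576). BnaA10g10930D rose from 2.27 to 18.1 ± 13.8 FPKM (adjusted p = 0.000832) and MYB4R1 (BnaCnng72580D) from 2.23 to 6.60 (adjusted p = 0.0127), and neither passed as a difference between cultivars (adjusted p = 0.057 and 0.328). BnaCnng47140D had 1.37 FPKM in mock and 4.53 in infected ZY821, which did not pass (adjusted p = 0.059). A list of 14 genes that Table S7 ties to the CCA1 motif had 1 rise in Westar (0 adjusted over the list alone; adjusted p = 0.789 with an estimated correlation) and 13 in ZY821 (14 adjusted over the list alone; adjusted p = 0.144). The rise was larger in ZY821 for 5 of them (9 over the list alone; adjusted p = 0.287). The study chose these genes on these samples, so the counts are not independent evidence of their direction. BnaC02g27760D did not pass for the change in ZY821 (log2 0.81 to 1.22) without infected ZY821 replicate 2 or 3. BnaCnng72580D did not pass for the change in ZY821 (log2 1.18 to 1.31) without mock ZY821 replicate 1 or 3.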

C-terminal domain phosphatase-like 3 (BnaC02G27760D) and MYB TFs were predicted to bind to the CCA1 and KAN DNA promoter motifs upstream of genes enriched for histone methylation and protein modification (Fig. 4A). The same analysis also identified four WRKY DNA-binding proteins (WRKYs) predicted to contribute to the plant response to chitin (*P*=3.44E-05, Fig. 4B). 

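Of the 4 WRKY genes of Fig. 4B, those for WRKY29 and WRKY54 rose in ZY821. WRKY29 (BnaC07g38350D), which acts below the perception of microbial patterns, was listed at 0 in every mock ZY821 library and reached 8.05 ± 2.54 FPKM (SD, n = 3) in infected ZY821 (adjusted p = 7.3e-07). In Westar it rose from 0.0137 to 1.91 (adjusted p = 0.000669), and the rise in ZY821 was larger by 1.64 log2 (adjusted p = 0.012). WRKY54 (BnaC03g22840D) rose from 0.422 ± 0.0750 to 2.73 ± 0.168 FPKM in ZY821 (log2 change 1.39, SE 0.24, adjusted p = 0.000341), and its difference from Westar did not pass (adjusted p = 0.105). WRKY53 (BnaA03g46280D), a regulator of senescence, had 1.68 FPKM in mock and 4.15 in infected ZY821 (adjusted p = 0.414). WRKY18 (BnaA01g05060D, chromosome A01, 2371396 to 2372853) had 2.19 ± 0.830 and 6.90 ± 3.29 (adjusted p = 0.131).
Most genes for chitinases, which degrade chitin of fungal cell walls, and for chitinase-like proteins rose in each cultivar. Of 45 measured, 33 rose and 4 fell in Westar (34 and 5 adjusted over the list alone; adjusted p = 0.131 with an estimated correlation), and 29 rose and 5 fell in ZY821 (29 and 5; adjusted p = 0.230). BnaA05g08640D rose from 3.96 to 930 FPKM in Westar and from 13.8 to 4,071 in ZY821. The response was higher in ZY821 for 2 chitinase genes and lower for 7, also when adjusted over the list alone.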

The association of the CCA1 DNA motif with genes specifically upregulated in the tolerant cultivar led us to investigate whether circadian rhythm-regulated genes were globally affected at the RNA level in the two cultivars following exposure to *S. sclerotiorum*. We plotted the corresponding FPKMs of homologous genes shown to be circadian regulated in Arabidopsis (Covington *et al.*, 2008), and show clear differences in how circadian clock associated gene sets respond to *S. sclerotiorum* in the two *B. napus* genotypes (Fig. S2). Both homologues of the master clock regulator *CCA1* shared similar expression profiles in both genotypes, however *LHY* homologues accumulated at an average of 4.5 times higher in ZY821 control samples (Table S6).

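Among genes of the circadian clock and its close outputs, more fell than rose upon infection, and many did not pass the test. Of 68 measured, 2 rose and 25 fell in Westar (2 and 24 adjusted over the list alone), with a median log2 change of -0.71 (adjusted p = 0.282 with an estimated correlation). In ZY821, 8 rose and 33 fell (8 and 30 over the list alone), with a median of -1.0 (adjusted p = 0.340). The difference in response passed for 5 genes with the higher and 2 with the lower change in ZY821 (2 and 0 adjusted over the list alone; adjusted p = 0.719 with an estimated correlation). A homologue of LUX ARRHYTHMO (BnaA01g19880D), of the evening complex of the clock, rose from 0.843 to 6.03 FPKM in Westar and from 0.664 to 32.2 in ZY821, more by 2.51 log2 (adjusted p = 0.0157). LCL1 (BnaA03g00640D), a relative of LHY and CCA1, fell from 11.5 to 3.87 FPKM in Westar and from 13.4 to 1.01 in ZY821. In mock leaves 5 clock genes were higher and 2 lower in ZY821 than in Westar, by the same numbers over the list alone (adjusted p = 0.973 with an estimated correlation). Homologues were taken from the closest A. thaliana match, and the list was not the one of Fig. S2. BnaA03g00640D did not pass for the change in Westar (log2 -1.34 to -1.13) without mock Westar replicate 3 or infected Westar replicate 1 or 2.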

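LHY mRNAs, which encode a morning-phased MYB factor of the central clock loop, were higher in mock ZY821 than in mock Westar for all 4 homologues tested. BnaC03g00040D (chromosome C03, 11072 to 14784) had 0.869 ± 1.48 FPKM (SD, n = 3) in mock Westar and 12.0 ± 2.81 in mock ZY821, a ratio of 13.9 (log2 difference 3.06, SE 0.40, adjusted p = 0.000841). BnaAnng17890D had 2.82 ± 1.67 and 15.1 ± 6.53, a ratio of 5.37 (adjusted p = 0.00373). BnaC05g00840D had 7.84 ± 3.28 and 30.8 ± 24.0, and BnaA10g00780D had 9.46 ± 3.66 and 35.4 ± 25.6, ratios of 3.93 and 3.75 with an adjusted p of 0.0317 for each. The summed FPKM of the 4 homologues was 4.45 times higher in mock ZY821, and the mean of the 4 ratios was 6.73. For CCA1, the partner of LHY, BnaA05g01050D (chromosome A05, 582377 to 585233) had 58.1 ± 28.7 and 57.2 ± 0.685 FPKM in the mock cultivars (adjusted p = 0.929), and BnaC04g00590D had 13.4 and 18.3 (adjusted p = 0.416). Upon infection BnaA05g01050D fell by 1.10 log2 in Westar (adjusted p = 0.0318) and by 0.93 in ZY821 (adjusted p = 0.045). BnaA10g00780D did not pass in mock leaves (log2 1.1 to 1.8) without mock Westar replicate 1 or 2 or mock ZY821 replicate 1. BnaC05g00840D did not pass in mock leaves (log2 1.1 to 1.32) without mock Westar replicate 2 or mock ZY821 replicate 1. BnaA05g01050D did not pass for the change in Westar (log2 -1.09 to -0.74) without mock Westar replicate 1 or 3 or infected Westar replicate 1 or 2. BnaA05g01050D did not pass for the change in ZY821 (log2 -1.05 to -0.76) without mock Westar replicate 1, infected Westar replicate 1, mock ZY821 replicate 1, 2 or 3 or infected ZY821 replicate 1, 2 or 3.

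**Figure D5:**
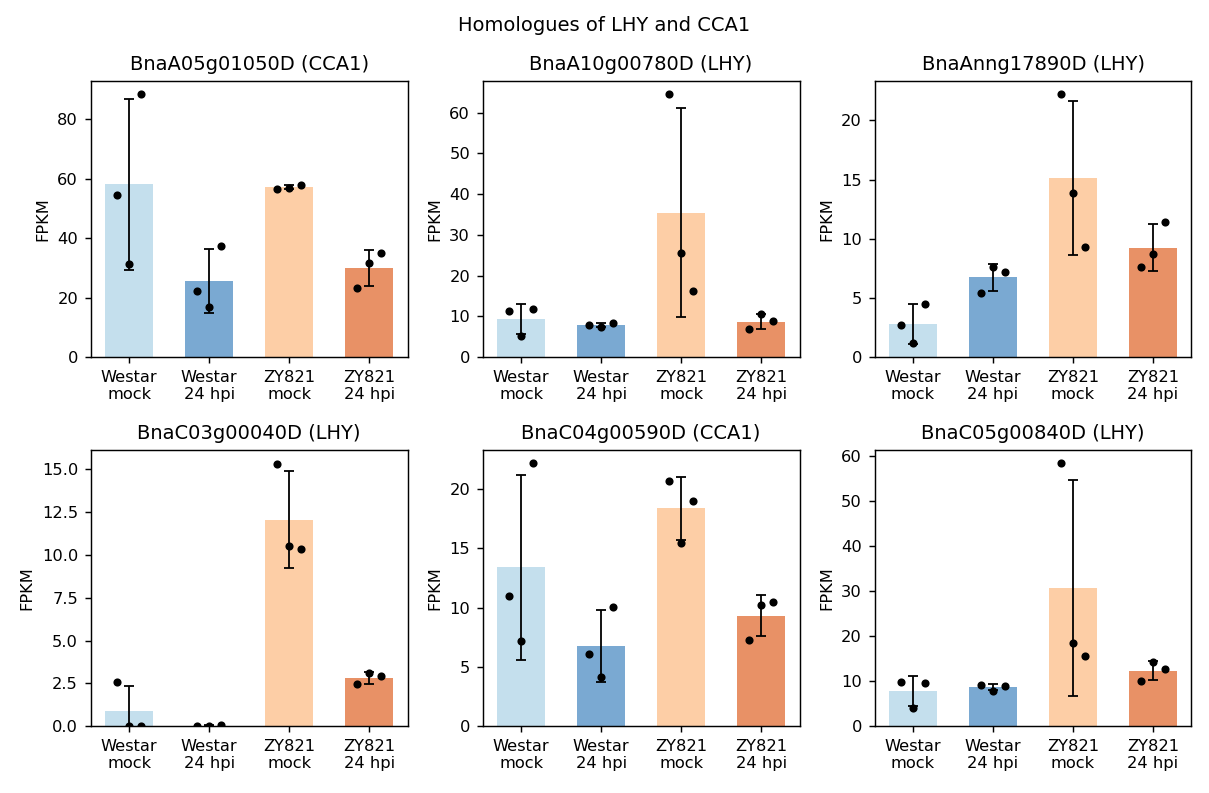
FPKM of the LHY and CCA1 homologues in the 4 groups, with bars for means, error bars for SDs and points for the 3 libraries. The LHY homologues have higher means in mock ZY821 than in mock Westar, whereas the CCA1 homologue BnaA05g01050D has 58.1 and 57.2.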

**Fig. 4.**
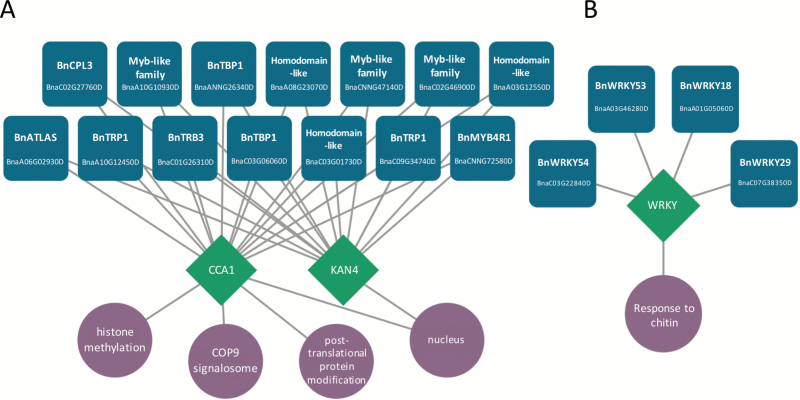
Putative transcriptional regulation of *Sclerotinia* tolerance in *B. napus*. (A) Putative circuit controlled by CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) and KAN4 binding sites. Transcription factors (blue squircles) are predicted to bind to the over-represented (*P*<0.001) DNA motifs (green diamonds) to control GO terms (purple circles). (B) Putative transcriptional circuit regulated by WRKY DNA binding motif.

### Coexpression analysis reveals distinct patterns of gene activity and regulatory networks between susceptible and tolerant genotypes

We used a modified fuzzy *K*-means clustering algorithm to identify coexpressed transcripts with finer patterns of gene activity than detectable with differential expression, and to group genes of similar expression profiles (Belmonte *et al.*, 2013). Ten dominant patterns of gene activity (DPs) were determined, each containing anywhere from 599 to 9,536 genes with a median of 1,284 (Table S8). Our analysis identified patterns containing mRNAs abundant in infected Westar (DP4), infected ZY821 (DP2), or in both genotypes during infection (DP9; Fig. 5A). 

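Table S8 assigns transcripts to dominant patterns (DP) that were made from these same libraries, so their levels here are not independent evidence of the pattern. The copy of Table S8 used here holds all members of DP4 and DP9 and the first 1,997 of the 9,536 of DP2. The 1,353 DP4 transcripts had median levels of 5.15 FPKM in mock Westar, 19.7 in infected Westar, 2.85 in mock ZY821 and 11.9 in infected ZY821, and 1,141 of them were highest in infected Westar. Of these transcripts 1,092 rose in Westar and 1,053 in ZY821, and the response was lower in ZY821 for 71 and higher for 15. The part of DP2 that was read had medians of 7.18, 67.4, 7.76 and 197 FPKM in the same order of groups, with 1,955 highest in infected ZY821. Of these, 1,843 rose in Westar as well as 1,978 in ZY821, and the rise was larger in ZY821 for 993 and smaller for 1. The 1,670 DP9 transcripts had medians of 2.42, 10.8, 5.45 and 20.0 FPKM, and 1,488 of them were highest in infected ZY821.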

We also resolved patterns containing mRNAs that accumulated based on genotype. For example, mRNAs of DP8 accumulated primarily in Westar, and DP3 mRNAs primarily in ZY821 (Fig. S3).

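DP8 and DP3 separate the cultivars more than the treatments. The 1,069 DP8 transcripts had median levels of 10.4 FPKM in mock and 11.6 in infected Westar against 2.88 and 1.35 in ZY821. In mock leaves 629 of them were lower in ZY821 than in Westar, and in infected leaves 949 were. The 1,215 DP3 transcripts had medians of 3.94 and 3.93 FPKM in Westar and 10.2 and 16.3 in ZY821, with 510 higher in mock ZY821 and 1,050 higher in infected ZY821 than in Westar. Both patterns were defined on these libraries.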

**Fig. 5.**
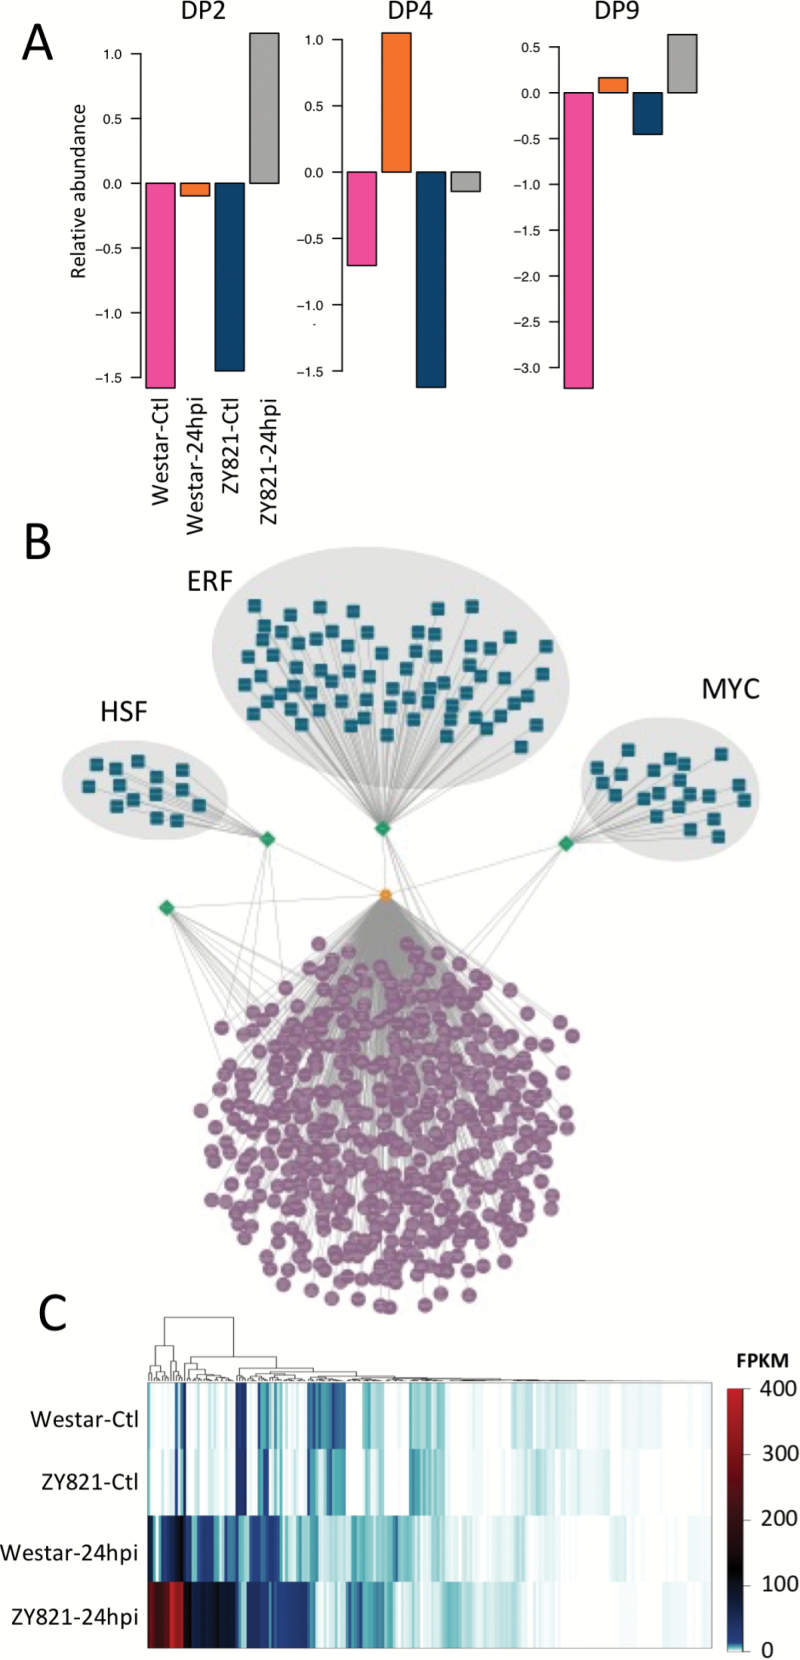
Dominant patterns (DPs) of gene activity in susceptible (Westar) and tolerant (ZY821) genotypes of *B. napus* infected with *S. sclerotiorum* using fuzzy k-means clustering and enrichment analysis. (A) Bar plots representing relative abundance of mRNAs assigned to three DPs. (B) Predicted transcriptional module identified in DP2 (gold hexagon) accumulating primarily in the tolerant *B. napus* genotype at 24hpi. Sets of Heatshock Factors (HSF), Ethylene Response Factors (ERF) and MYC transcription factors (blue squircles) are predicted to bind to their overrepresented DNA motifs (*P*<0.001) up stream of genes enriched for gene ontology terms (purple circles). (C) Heatmap of all putative ERF coding transcripts.

Predicted TF-promoter interactions identified a putative transcriptional circuit in mRNAs accumulating in tolerant leaves at 24hpi (DP2). 

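Most genes of the ERF, heat-shock factor and MYC-type lists that Table S7 gives for DP2 rose in infected Westar, and all of them in infected ZY821. Of 68 ERF genes, 52 rose in Westar (54 adjusted over the list alone; adjusted p = 0.131 with an estimated correlation) and 68 in ZY821 (68; adjusted p = 0.144), and the rise was larger in ZY821 for 38 (56 adjusted over the list alone; adjusted p = 0.287). Of 14 heat-shock factor genes, 11 rose in Westar (12 adjusted over the list alone; adjusted p = 0.168) and 14 in ZY821 (14; adjusted p = 0.214), with a larger rise in ZY821 for 6 (6; adjusted p = 0.478). Of 21 MYC-type bHLH genes, 14 rose in Westar (15 adjusted over the list alone; adjusted p = 0.131) and 21 in ZY821 (21; adjusted p = 0.144), with a larger rise in ZY821 for 8 (10; adjusted p = 0.287). Each p is from camera with an estimated correlation, and none of these genes fell. The study chose the 3 lists on these samples, so the counts are not independent evidence of their direction.
HSF4 (BnaA03g53750D, chromosome A03, 28301204 to 28302239), a heat-shock factor, rose from 1.82 FPKM to 109 ± 34.6 (SD, n = 3) in Westar (log2 change 5.23) and from 1.99 to 355 ± 64.9 in ZY821 (6.93), a larger rise by 1.70 log2 (adjusted p = 0.0229). A bHLH gene (BnaA02g08430D) rose from 0.0540 to 14.9 FPKM in Westar and from 0.0365 to 61.2 in ZY821. Over the whole heat-shock factor family, chosen from annotation and not from these data, 13 of 41 genes rose and 9 fell in Westar (14 and 9 adjusted over the list alone; adjusted p = 0.509), and 18 rose and 8 fell in ZY821 (18 and 8; adjusted p = 0.303). The family's median change in ZY821, 0.65 log2, became -0.18 with equal FPKM totals. BnaA03g53750D did not pass for the difference in response (log2 1.56 to 1.69) without mock Westar replicate 1 or infected ZY821 replicate 1.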

Heat-shock transcription factors (HSPs), ethylene responsive element binding factors (ERFs), and MYC-family TFs (MYCs) were predicted to control biological processes including defense signaling, protein biosynthesis and trafficking, secondary metabolite production, and redox regulation (Fig. 5B, Table S7). 

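Of 121 genes in ERF groups VII to X, which include the ethylene-responsive activators of defence, 66 rose and 9 fell in Westar (69 and 9 adjusted over the list alone; median log2 change 1.43, adjusted p = 0.131 with an estimated correlation). In ZY821, 89 rose and 8 fell (90 and 9; median 2.82, adjusted p = 0.144). In infected leaves 68 were higher in ZY821 than in Westar and 6 were lower (70 and 7; median difference 1.15, adjusted p = 0.482). The rise was larger in ZY821 for 41 and smaller for 3 (54 and 4; median 1.33, adjusted p = 0.287), and with equal FPKM totals this median was 0.58. The group therefore kept its direction under every scaling tried. ERF2 (BnaCnng60520D) rose from 19.9 to 143 ± 30.8 FPKM (SD, n = 3) in Westar and from 9.84 to 348 ± 64.9 in ZY821, a difference of 2.23 log2 (adjusted p = 0.014). ERF1 (BnaA08g08310D) rose from 0.671 to 72.1 and from 1.00 to 352 FPKM. A RAP2.2-type gene of group VII (BnaC03g38390D) fell from 54.4 to 10.3 FPKM in Westar and from 44.5 to 6.90 in ZY821.
Over all 265 AP2/ERF genes the response was mixed. In Westar 81 rose and 51 fell (82 and 53 adjusted over the list alone; adjusted p = 0.281 with an estimated correlation), and in ZY821 124 rose and 55 fell (125 and 58; adjusted p = 0.214). Their median change in ZY821, 0.67 log2, became -0.20 with equal FPKM totals.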

Further investigation of ERF-coding transcripts showed that the majority were upregulated in both genotypes following infection, but accumulated to much higher levels in the tolerant host (Fig. 5C).

### Activation of the cellular redox system in tolerant *B. napus* leaves

Identification of enriched redox-related GO terms in DP2 (Table S5) led us to investigate differences in the ascorbate-glutathione redox cycle between the two genotypes in response to pathogen attack (Fig. 6A). Transcripts encoding homologues of integral enzymes in the ascorbate-glutathione pathway including cytosolic *ASCORBATE PEROXIDASE* (*APX*) and *GLUTATHIONE REDUCTASE* (*GR*) accumulated up to 15- and 33-fold higher respectively, in infected leaves of tolerant ZY821 than in Westar (Fig. 6B).

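In infected leaves several cytosolic APX and GR homologues had higher levels in ZY821 than in Westar and others had lower ones. APX1 (BnaA06g04380D, chromosome A06, 2615909 to 2618421), the cytosolic peroxidase that reduces hydrogen peroxide with ascorbate, had 186 ± 72.3 FPKM (SD, n = 3) in infected Westar and 930 ± 167 in infected ZY821. This 5.00-fold difference was the largest among the APX1 and APX6 homologues (log2 difference 2.37, SE 0.39, adjusted p = 0.000656). BnaC08g43490D had 192 and 587 FPKM (adjusted p = 0.012), and BnaA09g49190D was 1.87 times higher in ZY821 (adjusted p = 0.0443) but lower after quantile normalization and with equal FPKM totals. By contrast, an APX6 homologue (BnaC07g43770D) was lower in ZY821, 0.758 against 8.39 FPKM (adjusted p = 0.00395). Glutathione reductase regenerates reduced glutathione. GR2 (BnaA04g04050D) had 3.09 ± 0.902 FPKM in infected Westar and 13.0 ± 1.52 in infected ZY821, 4.20 times higher (adjusted p = 8.6e-05). The cytosolic GR1 homologue BnaC03g43500D had 162 ± 24.2 and 410 ± 51.5 (adjusted p = 0.00162), whereas GR1 BnaA07g06010D had 16.0 and 2.93.
Other enzymes of the cycle also differed. A monodehydroascorbate reductase gene (MDAR2, BnaC03g01350D) had 75.2 FPKM in infected Westar and 596 in infected ZY821 (adjusted p = 0.000429). DHAR2 (BnaA02g35980D, unplaced A02 sequence, 650225 to 651149), which reduces dehydroascorbate, had 7.46 ± 3.06 and 68.7 ± 19.5 (adjusted p = 4.11e-05). Over 46 genes of the ascorbate-glutathione cycle, 10 were higher and 10 lower in infected ZY821 than in infected Westar, by the same numbers over the list alone. Upon infection 18 rose and 13 fell in Westar (19 and 14 adjusted over the list alone; adjusted p = 0.509 with an estimated correlation), where the median log2 change was -0.02 and the mean 0.38. In ZY821 17 rose and 18 fell (17 and 18; adjusted p = 0.992), with a median of -0.33 and a mean of 0.37. BnaA09g49190D did not pass between the infected cultivars (log2 0.73 to 0.96) without mock Westar replicate 2, infected Westar replicate 1 or 3, mock ZY821 replicate 2 or infected ZY821 replicate 1, 2 or 3. BnaC08g43490D did not pass between the infected cultivars (log2 1.37) without infected Westar replicate 3.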

**Fig. 6.**
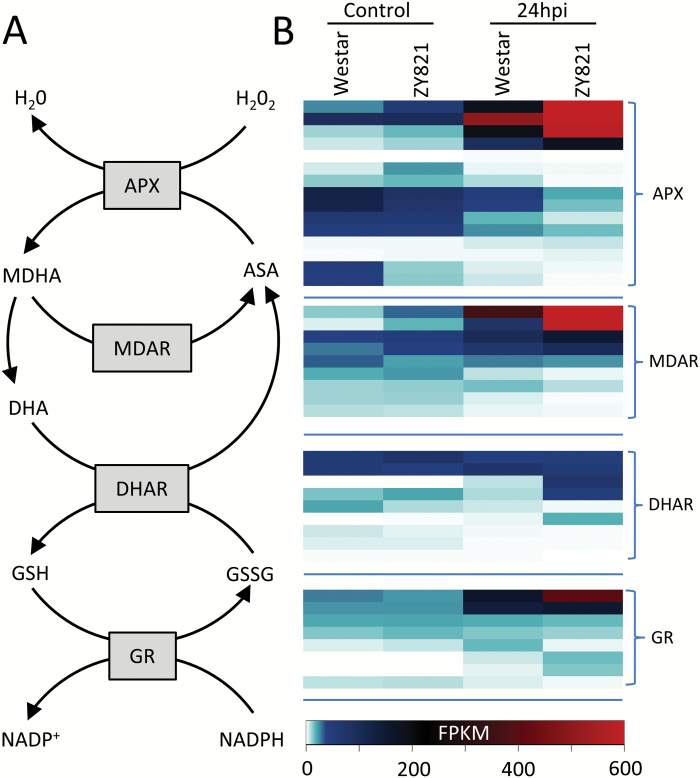
Transcript analysis of ascorbate-glutathione redox cycling pathway in susceptible (Westar) and tolerant (ZY821) genotypes of *B. napus* infected with *S. sclerotiorum*. (A) Overview of the ascorbate-glutathione redox enzymes and products. (B) Accumulation of transcripts from all homologues of enzymes involved in pathway represented as heatmap.

To study whether elevated transcript levels corresponded to real changes in ascorbate-glutathione redox balance we measured enzyme activities by quantifying small-molecule substrates (Fig. 7). APX activity was between 41–80% higher across each time point in ZY821 compared to Westar (Fig. 7A). Additionally, GR activity doubled in tolerant plants by 72hpi, whereas there was no significant increase in susceptible hosts (Fig. 7D). The total cellular ascorbate pool in ZY821 was higher than Westar for all time points, with only the ZY821 24hpi treatment showing a significant deviation from the endogenous levels in the control (Fig. 7E). Total glutathione levels and the glutathione redox ratio (GSH/(GSH+GSSG)) were similar in controls of both genotypes. In ZY821, the glutathione redox ratio remained relatively constant following infection and the total glutathione pool increased 60% at 48hpi. In Westar, the glutathione redox ratio decreased from 0.6 to 0.3 over the same period and the total glutathione pool increased by only 28% at 48hpi (Fig. 7F).

**Fig. 7.**
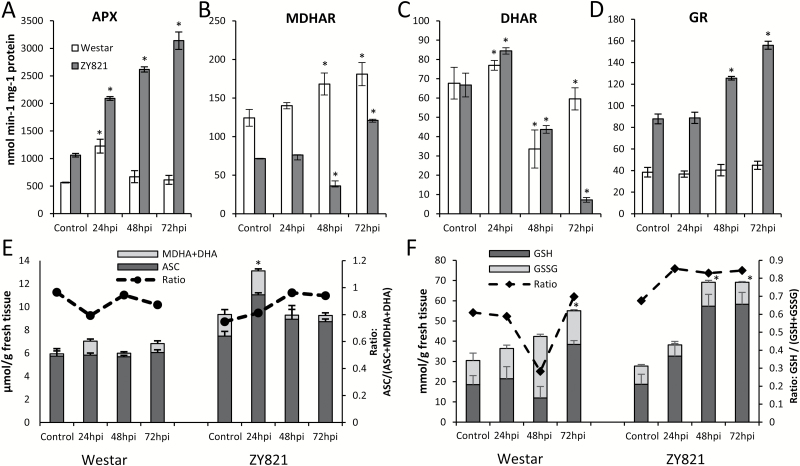
Physiological measurements of ascorbate-glutathione redox cycling pathway in susceptible (Westar) and tolerant (ZY821) genotypes of *B. napus* infected with *S. sclerotiorum*. (A) Ascorbate peroxidase, (B) monodehydroascorbate reductase, (C) dehydroascorbate reductase, and (D) glutathione reductase enzymatic activity measured from infected leaves of *B. napus*. Levels and ratios of reduced and oxidized (E) ascorbate and (F) glutathione. Data represent mean of biological replicates±standard deviation, statistically significant change from control levels indicated by *. Abbreviations: APX, ascorbate peroxidase; ASC, reduced ascorbate; DHA, dehydroascorbate; DHAR, dehydroascorbate reductase; GR, glutathione reductase; GSH, reduced glutathione; GSSG, oxidized glutathione; MDHA, monodehydroascorbate; MDHAR, monodehydroascorbate reductase; NADP, nicotinamide adenine dinucleotide phosphate oxidized form; NADPH, nicotinamide adenine dinucleotide phosphate reduced form.

### Redox homeostasis mutants in Arabidopsis are hyper-susceptible to *Sclerotinia*

To further validate the role of redox homeostasis in the plant defense response to *S. sclerotiorum,* we studied an Arabidopsis knockdown line of the rate-limiting enzyme of ascorbate biosynthesis, *vitamin c defective 2* (*vtc2*, Fig. 8A). Loss-of-function mutants produce 10–25% of wild-type ascorbate levels (ASC, Pavet *et al.*, 2005), limiting their capacity to buffer redox stress through the ascorbate-glutathione cycle. In *B. napus*, all *VTC2* homologues are downregulated in response to infection at 24hpi (Fig. 8B), which corresponds to our observations in Arabidopsis as measured by qPCR (Fig. 8C). 

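VTC2 encodes GDP-L-galactose phosphorylase, a controlling step of ascorbate synthesis, and its mRNAs were lower in infected than in mock leaves for all 6 homologues in both cultivars. In Westar the fall passed for 5 of 6 and in ZY821 for 6 of 6. BnaC08g12340D (chromosome C08, 17482098 to 17484438) fell from 45.0 ± 10.9 FPKM (SD, n = 3) to 10.5 ± 3.10 in Westar (log2 change -2.01, SE 0.28, adjusted p = 0.000172) and from 38.3 ± 9.90 to 4.84 ± 0.694 in ZY821 (-2.73, adjusted p = 5.36e-06). The most abundant homologue, BnaA01g15950D, had 115 ± 30.2 FPKM in mock and 60.1 ± 30.7 in infected Westar, which did not pass (adjusted p = 0.0738), and fell from 147 ± 74.5 to 44.5 ± 7.88 in ZY821 (adjusted p = 0.00502). Mock levels exceeded infected levels by 1.91 to 5.70 times in Westar and by 3.31 to 7.92 times in ZY821. The exact permutation test of FPKM gave p = 0.2 in Westar for BnaA01g15950D and BnaC01g19060D, and 0.1, the smallest possible, for the other changes. The fall of BnaC01g19060D in Westar did not pass with no filter, with equal FPKM totals or with a fit of the compared groups only. No homologue passed the test of the difference between cultivars. Of 34 genes of ascorbate synthesis as a whole, 5 rose and 12 fell in Westar (5 and 12 adjusted over the list alone; adjusted p = 0.529 with an estimated correlation), and 8 rose and 15 fell in ZY821 (8 and 15; adjusted p = 0.605). GDP-mannose epimerase (BnaA06g29280D), an earlier step, fell from 83.6 to 15.5 FPKM in Westar and from 68.3 to 6.98 in ZY821. BnaC01g19060D did not pass for the change in Westar (log2 -1.07 to -0.84) without mock Westar replicate 1 or 3 or infected Westar replicate 1 or 2.

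**Figure D6:**
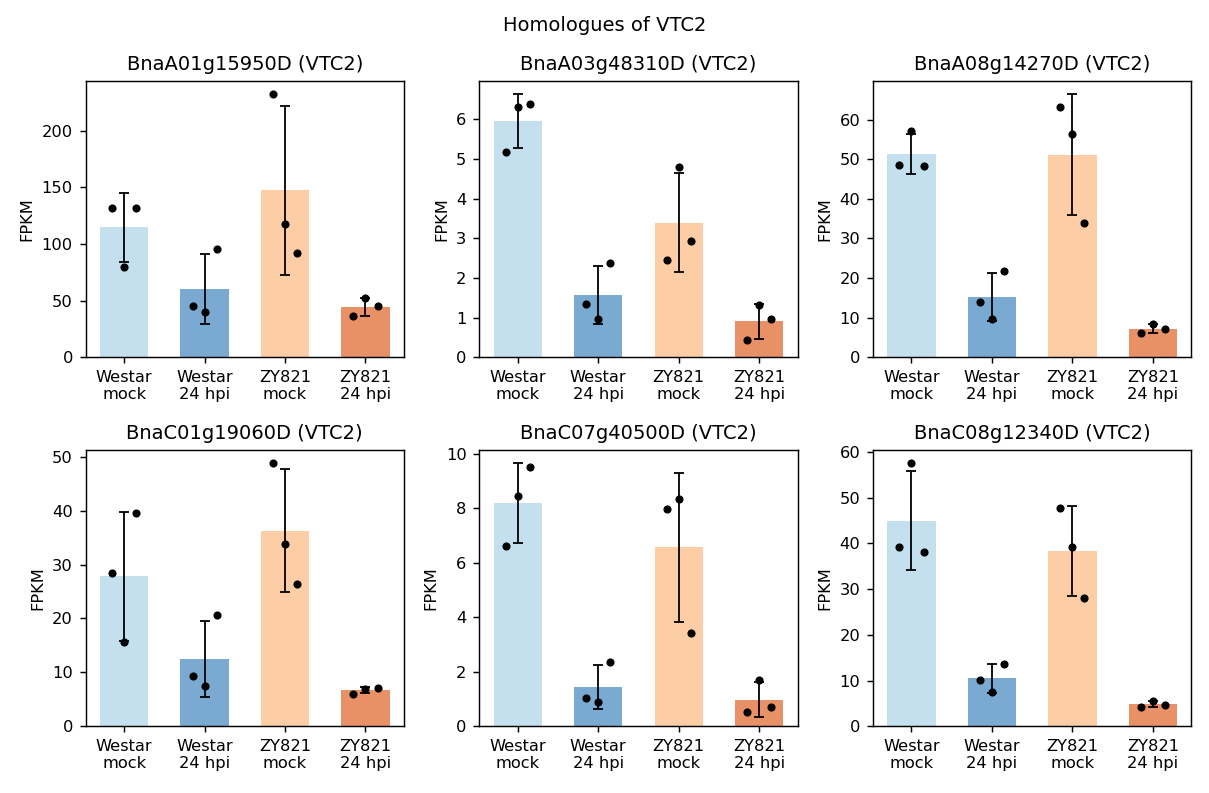
FPKM of the 6 VTC2 homologues in the 4 groups, with bars for means, error bars for SDs and points for the 3 libraries. Every homologue has a lower mean in infected than in mock leaves of the same cultivar.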

We assayed ASC levels at 24hpi in wild-type and *vtc2* Arabidopsis plants. Although we found a 70% reduction of ASC in mock-inoculated *vtc2*, we observed a rescue to wild-type levels during infection (Fig. 8D). Phenotypically, infected *vtc2* plants initially showed a delayed lesion spread; however, at 72hpi, the infection is twice as severe (Fig. 8E). We assessed activation of the plant defense response via qPCR detection of marker *PATHOGENESIS-RELATED 1* (*PR1*; Fig. 8F) and found higher baseline levels in *vtc2* plants, with increased abundances in both lines following contact with the pathogen.

**Fig. 8.**
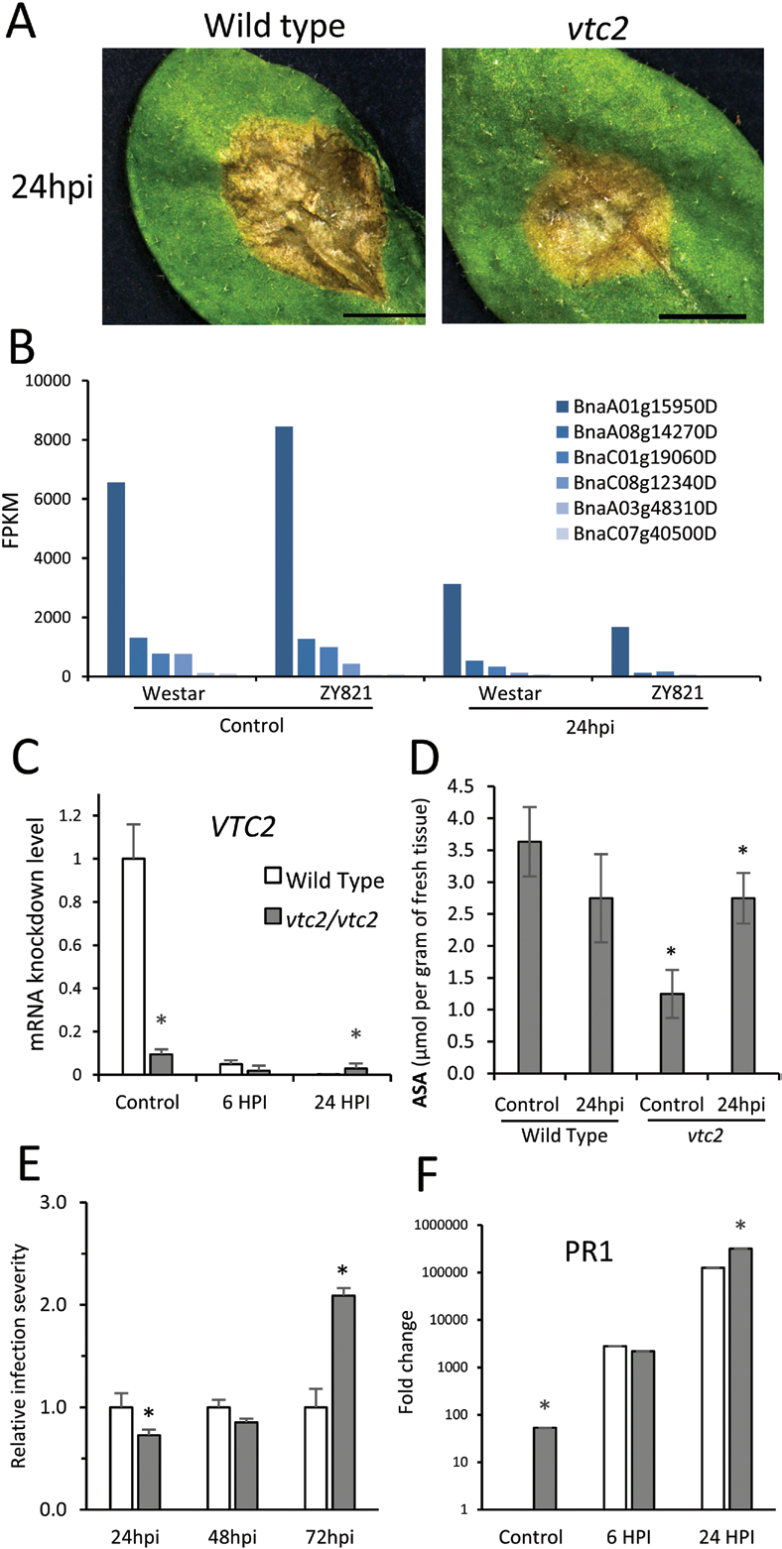
Redox control of *Sclerotinia* infection in Arabiodpsis (A) Wild-type Col and *vtc2* mutants infected with Sclerotinia 24hpi(B) FPKM levels of all detected homologues of *VTC2* in *S. sclerotiorum* infected leaves of *B. napus*. (C) Relative mRNA levels of *VTC2* at 6 and 24hpi in infected leaves measured by qPCR. (D) Ascorbate levels in wild-type and *vtc2* Arabidopsis. (E) Lesion progression measured 72hpi compared to WT control (F) qPCR relative mRNA levels of infected plants for *PATHOGENESIS-RELATED GENE 1* (*PR1*). Data represent mean of biological replicates±standard error, statistical significance was determined using a Students t-test with a minimum *P*<0.05 for statistical significance.

## Discussion

Our analysis of the *B. napus*-*S. sclerotiorum* interaction directly at the host pathogen interface provides novel insight into the structural, molecular, and physiological changes in the *B. napus* leaf at the earliest stages of the infection process. We identified putative transcription factor circuits controlling biological processes and defense genes within the host plant in response to *S. sclerotiorum* controlling lesion spread and disease progression. A comprehensive investigation of redox homeostasis following *S. sclerotiorum* infection revealed pronounced genotypic differences between our two experimental host plants, providing physiological evidence for the tolerant phenotype of ZY821.

Previous studies investigating this pathosystem towards the later stages of the infection process in stem tissues used artificial nutrient sources to promote infection and is not reflective of disease transmission in the field (Wu *et al.*, 2016; Zhao *et al.*, 2009). Our method of using senescing petals simulates field conditions, as senescing petals likely provide the nutrients required for *Sclerotinia* to finance the production of toxins, cell wall degrading enzymes, and appressoria required to penetrate host tissues (Bolton, 2006). Interestingly, we did not observe stomatal penetration of leaves in either genotype, even though stomata are directly regulated via OA (Stotz and Guimaraes, 2004) and serve as ideal entry points for other pathogenic fungi (Kim *et al.*, 2011). Instead, SEM and light microscopy data revealed advancing hyphae penetrating the physical barriers of the plant via infection cushions, the occurrence of which is correlated to *Sclerotinia* pathogenicity (Jurick and Rollins, 2007). An abundance of complex appressoria on the epidermis of ZY821 suggests *S. sclerotiorum* requires additional resources for colonization of the tolerant host. The cellular differences observed between the susceptible and tolerant cultivars provide additional structural evidence for the colonization strategy of *S. sclerotiorum* on the leaf surface.

Global RNA profiling of the *B. napus* infection site within the first 24 hours of the host pathogen interaction revealed large and coordinated shifts in gene activity. While large numbers of differentially expressed genes have been reported in stem tissues of *Sclerotinia*-resistant plants (Wu *et al.*, 2016), we show a transcriptional response in ZY821 within hours of infection that may limit *S. sclerotiorum* penetration and colonization with the leaf. We discovered many differences in the amplitudes and attenuations of genes fundamental to the defense process, providing a new understanding of the molecular foundations of tolerance to *Sclerotinia*. For example, activation of both SA and JA/ethylene signal transduction networks in leaves 24 hpi supports a conserved defense response in both stem and leaf tissues following *Sclerotinia* infection (Wu *et al.*, 2016; Zhao *et al.*, 2009). Interestingly, transcripts for SA biosynthesis, including *ISOCHORISMATE SYNTHASE 1* (*ICS1*) homologues accumulated up to six times more in the susceptible line than in ZY821. This contradicts previous work of Zhao *et al.* (2009) who found *ICS1* homologues downregulated in stem tissues of the same two genotypes 24hpi using a *B. napus* microarray. 

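ICS1 makes isochorismate, the precursor of most salicylic acid formed during defence, and 4 of its 5 homologues tested were lower in infected ZY821 than in infected Westar. BnaCnng08300D (unplaced C sequence, 7657073 to 7661499) had 95.0 ± 46.2 FPKM (SD, n = 3) in infected Westar and 15.6 ± 7.35 in infected ZY821, a ratio of 6.11 (log2 difference -2.48, SE 0.43, adjusted p = 0.00101). BnaC06g22820D had 61.3 ± 46.7 and 7.04 ± 4.36, a ratio of 8.70 (adjusted p = 0.0211). BnaA07g22090D had 23.6 ± 16.8 and 3.37 ± 2.03 (ratio 7.01, adjusted p = 0.0147), and BnaC06g35540D had 20.4 ± 15.7 and 3.06 ± 1.96 (ratio 6.67, adjusted p = 0.0416). The fifth, BnaCnng23220D, had 0.923 and 0.505 FPKM (adjusted p = 0.381). In an exact permutation test of FPKM, p was 0.1 for BnaCnng08300D, the smallest that 3 against 3 libraries allow, 0.2 for BnaA07g22090D and 0.3 for BnaC06g22820D and BnaC06g35540D, whose libraries overlap between the cultivars. The mean ratio of the 5 was 6.06. Infection raised BnaCnng08300D in both cultivars, by 3.33 log2 in Westar (adjusted p = 0.000116) and by 1.84 in ZY821 (adjusted p = 0.00278). BnaA07g22090D fell in ZY821, by 1.66 log2 (adjusted p = 0.0346), but did not pass with pseudocount 5, no filter or array weights. BnaCnng23220D fell in both cultivars, by 1.29 in Westar (adjusted p = 0.00235) and by 1.34 in ZY821 (adjusted p = 0.000823). No ICS1 homologue passed the test of the difference in response. Among 97 genes of salicylic acid synthesis and signalling, 8 were higher and 40 lower in infected ZY821 than in infected Westar (9 and 43 adjusted over the list alone; adjusted p = 0.654 with an estimated correlation). Together they took 0.856% of all FPKM in infected Westar and 0.190% in infected ZY821. BnaC06g22820D did not pass between the infected cultivars (log2 -2.05 to -1.95) without infected Westar replicate 1 or 3 or infected ZY821 replicate 1. BnaA07g22090D did not pass between the infected cultivars (log2 -1.8 to -1.72) without infected Westar replicate 1 or 3 or infected ZY821 replicate 1. BnaC06g35540D did not pass between the infected cultivars (log2 -1.95 to -1.4) without mock Westar replicate 1, 2 or 3, infected Westar replicate 1 or 3, mock ZY821 replicate 3 or infected ZY821 replicate 1 or 2. BnaA07g22090D did not pass for the change in ZY821 (log2 -1.79 to -1.21) without mock ZY821 replicate 1 or 3 or infected ZY821 replicate 1 or 2.

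**Figure D7:**
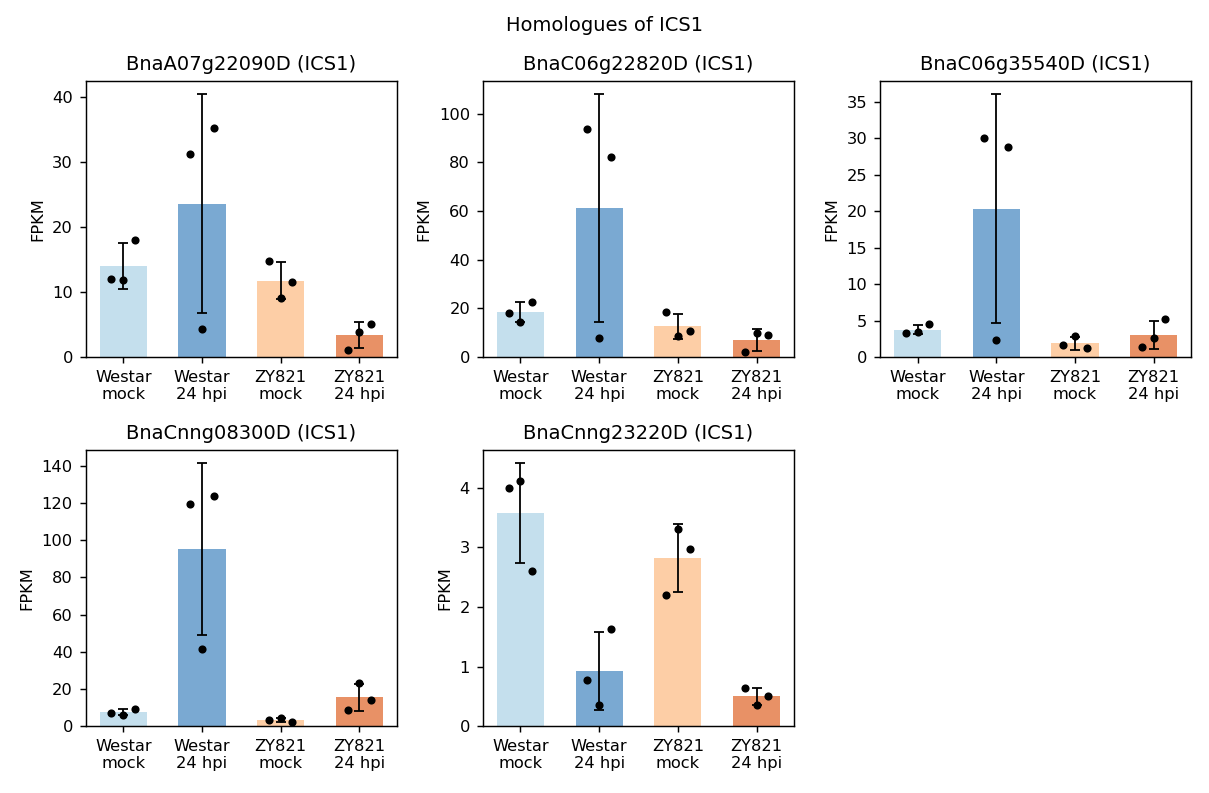
FPKM of the 5 ICS1 homologues tested in the 4 groups, with bars for means, error bars for SDs and points for the 3 libraries. Infected Westar has the highest mean for 4 of the 5 homologues, with a wide spread between its libraries, and mock Westar for BnaCnng23220D.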

Although these differences may be explained by differential activation of homologues not included in the array used by Zhao *et al.* (2009), however, Wu *et al.* (2016) also found downregulation of *ICS1* levels in both susceptible and resistant stem tissues. Thus, our work suggests organ-specific transcriptional regulation of hormone biosynthesis in response to *S. sclerotiorum*.

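ACC synthase catalyses a step of ethylene synthesis. An ACC synthase gene (BnaC05g00530D, chromosome C05, 303634 to 307165) had 179 ± 64.6 FPKM (SD, n = 3) in infected Westar and 816 ± 53.9 in infected ZY821, higher by 2.25 log2 (adjusted p = 0.000448), from means under 1 in the mock groups. An EIN3-family gene (BnaA03g35930D), for a transcription factor that carries the ethylene signal, fell from 9.06 to 3.01 FPKM in Westar and from 13.7 to 1.16 in ZY821. Of 49 ethylene genes, 25 were higher and 7 lower in infected ZY821 than in infected Westar (26 and 10 adjusted over the list alone; median difference 0.90 log2, adjusted p = 0.482 with an estimated correlation). They took 0.743% of all FPKM in infected Westar and 1.15% in infected ZY821.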

Further, mRNAs associated with ethylene biosynthesis and signaling were more abundant in tolerant leaves. 

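In infected leaves all 4 homologues of ORA59 were higher in ZY821 than in Westar. BnaC08g44670D had 73.6 ± 15.4 FPKM (SD, n = 3) in infected Westar and 470 ± 62.1 in infected ZY821, 6.39 times higher (adjusted p = 0.0013). BnaA09g50010D (chromosome A09, 33151083 to 33151773) had 78.7 ± 17.5 and 379 ± 86.1, 4.81 times higher (adjusted p = 0.00281). The less abundant homologues BnaA10g04090D, with 3.51 and 22.2 FPKM, and BnaC05g04210D, with 4.21 and 37.0, were 6.33 and 8.79 times higher (adjusted p = 0.000154 and 2.59e-05). The mean of the 4 ratios was 6.58. The response to infection itself was larger in ZY821 for BnaA10g04090D (adjusted p = 0.0071) and BnaC05g04210D (adjusted p = 0.0017), and did not pass for BnaA09g50010D (adjusted p = 0.186) and BnaC08g44670D (adjusted p = 0.103). From these levels of ORA59 and those of ICS1, and from published work on repression of ORA59 by salicylic acid, the paper proposes that salicylic acid made through ICS1 limits jasmonate and ethylene defence in leaves of the susceptible host.

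**Figure D8:**
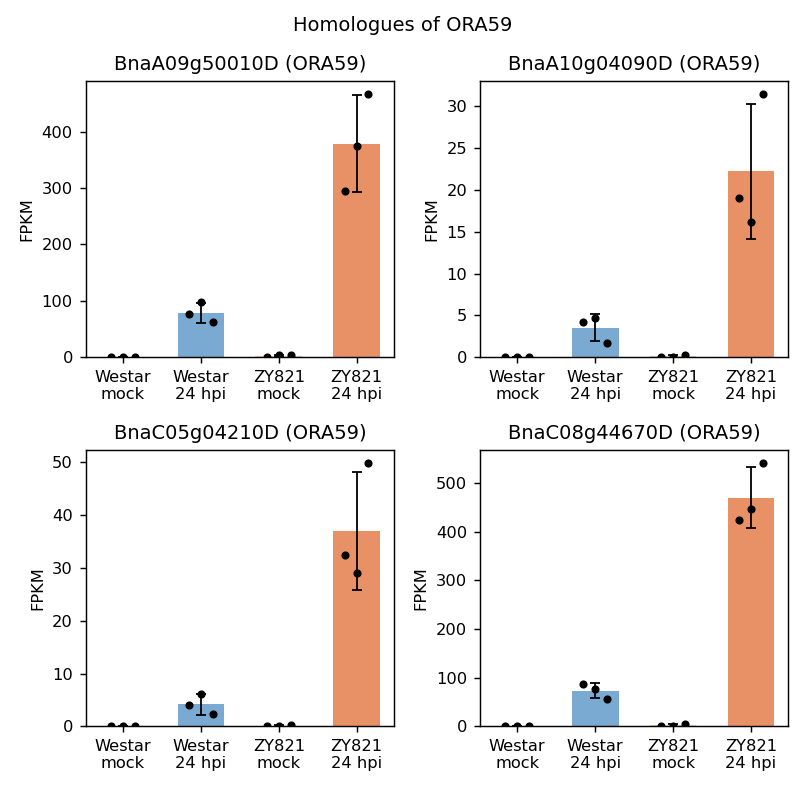
FPKM of the 4 ORA59 homologues in the 4 groups, with bars for means, error bars for SDs and points for the 3 libraries. Every library of infected ZY821 lies above every library of infected Westar for each homologue.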

Levels of *OCTADECANOID-RESPONSIVE ARABIDOPSIS 59* (*ORA59*), a key transcriptional activator of ethylene and JA signaling (Caarls *et al.*, 2015), were 6.5-fold higher in tolerant hosts. Given that SA directly represses *ORA59* transcription (Caarls *et al.*, 2015), accumulation of SA through ICS1 in susceptible host leaves may be responsible for limiting JA/ethylene associated defence activation in foliar tissues. This suggests that upstream restriction of SA biosynthesis may prevent SA-mediated JA antagonism (Van der Does *et al.*, 2013) in tolerant *B. napus* leaves and highlights the importance of studying the plant response at the first point of contact with *S. sclerotiorum*.

MAPK signalling cascades are essential to defense and transduce JA signals to transcriptional reprogramming (Meng and Zhang, 2013; Takahashi *et al.*, 2007). Our study identified differentially expressed MAPK genes between both genotypes, suggesting differences in how cells interpret and respond to biotic stressors. 

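Many genes of pattern recognition and MAP kinase signalling rose in both cultivars, and a smaller number rose more in ZY821. Of 85 measured, 49 rose and none fell in Westar (49 and 0 adjusted over the list alone; adjusted p = 0.168 with an estimated correlation), and 61 rose and 2 fell in ZY821 (61 and 2; adjusted p = 0.146). The rise was larger in ZY821 for 26 and smaller for none (42 and 1 adjusted over the list alone; median difference 1.00 log2, adjusted p = 0.478 with an estimated correlation), and this median became -0.01 with equal FPKM totals. MPK3 (BnaC03g55440D, chromosome C03, 44389409 to 44391319) rose from 41.9 ± 19.6 FPKM (SD, n = 3) to 347 ± 95.4 in Westar and from 40.3 ± 14.6 to 933 ± 87.1 in ZY821 (adjusted p for the difference = 0.0877). MPK4 (BnaC03g31910D, chromosome C03, 19630688 to 19632968) rose from 23.9 to 141 FPKM in Westar and from 19.8 to 356 in ZY821, where the rise was larger by 1.61 log2 (SE 0.40, adjusted p = 0.0219). A precursor gene of elicitor peptide 3 (BnaC03g49380D) reached 102 and 756 FPKM. WRKY33 (BnaC03g21360D), which acts downstream of MPK3 and MPK4, rose from 45.0 to 440 FPKM in Westar and from 24.3 to 1,584 in ZY821, a larger rise by 2.87 log2 (adjusted p = 0.0298). The receptor kinase gene SOBIR1 (BnaCnng39490D) fell in ZY821 by 1.52 log2 (adjusted p = 0.00133). BnaC03g21360D did not pass for the difference in response (log2 2.6 to 2.85) without mock Westar replicate 1 or 3, infected Westar replicate 1 or 3, mock ZY821 replicate 2 or 3 or infected ZY821 replicate 1 or 3. BnaC03g31910D did not pass for the difference in response (log2 1.5 to 1.58) without mock Westar replicate 1 or infected ZY821 replicate 1.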

In Arabidopsis, MPK4 is a important regulator of PTI and activator of WRKY33 (Qiu *et al.*, 2008; Zhang *et al.*, 2012). We identified an unannotated MPK4 homologue (*CUFF.20400.1*) detected exclusively and abundantly in infected ZY821 through our transcriptional analysis, and validated using qPCR. Thus, CUFF.20400.1-mediated signaling may contribute to *S. sclerotiorum* tolerance in ZY821 additionally. This also illustrates how RNA sequencing is an effective tool to identify critical genetic differences in cultivar-specific defense transcripts beyond existing genome assemblies.

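CUFF.20400.1 lies on chromosome C03 from 179 to 1397 and has MPK4 as its closest A. thaliana match. Its levels were 0.350 ± 0.606 FPKM (SD, n = 3) in mock Westar, 0.0293 ± 0.0273 in infected Westar, 0.847 ± 0.322 in mock ZY821 and 194 ± 9.69 in infected ZY821. The rise in ZY821 was 6.74 log2 (SE 0.27, adjusted p = 6.64e-09), and the change in Westar, -0.30 log2, did not pass (adjusted p = 0.392). The responses differed by 7.04 log2 (SE 0.39, adjusted p = 3.36e-06). The annotated MPK4 copy BnaA03g26950D rose in both cultivars, from 11.6 to 81.9 FPKM in Westar and from 12.1 to 138 in ZY821 (adjusted p for the difference = 0.183).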

Suppression of fungal attack relies on timely activation of TFs controlling defense gene networks. We identified a suite of WRKY TFs putatively controlling the plant response to chitin within 24hpi in tolerant hosts. Specifically, WRKY18, which contributes to Arabidopsis defense against the necrotroph *Botrytis cinerea* (Xu *et al.*, 2006), was identified in our TF network. This suggests that WRKY18, along with additional WRKY TFs including WRKY 29, 53 and 54, may have evolved to play a regulatory role in mitigating attack from necrotrophic fungi. Thus, our predictive transcription factor network activated specifically in the tolerant cultivar provides a platform for future studies to uncover the role of WRKY TFs as master regulators of necrotrophic defense in *B. napus* and other crop species.

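WRKY18 mRNAs rose upon infection for several homologues in both cultivars. BnaC07g43490D rose from 1.87 to 47.0 FPKM in Westar (log2 change 4.26) and from 0.342 to 67.8 in ZY821 (5.72). BnaAnng32610D rose from 1.67 to 24.9 and from 0.817 to 29.6, and BnaC03g67380D from 1.03 to 30.0 and from 0.588 to 9.72. The assembled transcript CUFF.10879.2 rose in Westar by 1.68 log2 (adjusted p = 0.00146) but did not pass in ZY821 (adjusted p = 0.145). Of all 184 WRKY genes measured, 102 rose and 13 fell in Westar (104 and 14 adjusted over the list alone; adjusted p = 0.108 with an estimated correlation), and 100 rose and 23 fell in ZY821 (100 and 23; adjusted p = 0.144). The rise was larger in ZY821 for 41 and smaller for 4 (49 and 9 adjusted over the list alone; adjusted p = 0.577), with a median difference of 0.35 log2 that became -0.43 with equal FPKM totals. WRKY75 (BnaA10g20210D), a regulator of stress and phosphate responses, rose from 0.568 to 220 ± 37.7 FPKM (SD, n = 3) in Westar and from 1.91 to 819 ± 243 in ZY821.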

Following infection of tolerant *B. napus*, our data predict development of complex TF-DNA motif interactions that include ERF and MYC TFs shown to be downstream of JA signalling (Lorenzo *et al.*, 2004; Niu *et al.*, 2011). Among these TFs are homologues of *MYC3*, a bHLH TF that interacts with MYBs to activate glucosinolate biosynthesis in Arabidopsis (Schweizer *et al.*, 2013). 

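INDOLE GLUCOSINOLATE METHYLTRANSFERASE 5 methylates indole glucosinolates, and 3 of the 4 homologues in the files reached the level needed for testing. In infected leaves each was higher in ZY821 than in Westar. BnaA07g33060D (chromosome A07, 22741268 to 22743280) had 84.2 ± 46.1 FPKM (SD, n = 3) in infected Westar and 909 ± 257 in infected ZY821, a ratio of 10.8 (log2 difference 3.54, SE 0.45, adjusted p = 0.000144). BnaC06g37610D had 181 ± 98.7 and 769 ± 209 (ratio 4.26, adjusted p = 0.00546), and BnaC06g21620D had 145 ± 69.9 and 537 ± 122 (ratio 3.70, adjusted p = 0.00478). In mock leaves all 3 stood at 0.910 to 2.21 FPKM. Of these only BnaA07g33060D passed the test of a larger rise in ZY821 (adjusted p = 0.013), with 0.0688 and 0.0599 for the others. MYC3 rose in ZY821 for BnaA06g40330D, from 17.6 to 42.9 FPKM (adjusted p = 0.00019), more than in Westar (adjusted p for the difference = 0.0254), although this difference turned in sign with equal FPKM totals. Its copy BnaC07g19420D rose in both cultivars, by 0.73 log2 in Westar (adjusted p = 0.0361) and 1.04 in ZY821 (adjusted p = 0.00346), and in ZY821 the sign turned after quantile normalization and with equal FPKM totals.
Of 87 genes of indole glucosinolate and camalexin metabolism, 61 rose and 2 fell in Westar (61 and 3 adjusted over the list alone; median log2 change 3.08, adjusted p = 0.168 with an estimated correlation), and 66 rose and 12 fell in ZY821 (66 and 12; median 4.41, adjusted p = 0.230). The rise was larger in ZY821 for 27 and smaller for 2 (42 and 5 adjusted over the list alone; adjusted p = 0.535). A CYP79B homologue (BnaC03g60820D), of the family that commits tryptophan to this pathway, rose from 0.780 to 128 FPKM in Westar and from 0.588 to 952 in ZY821 (adjusted p for the difference = 0.00191). BnaA06g40330D did not pass for the difference in response (log2 0.99 to 1.07) without mock Westar replicate 1, infected Westar replicate 3, mock ZY821 replicate 2 or infected ZY821 replicate 3. BnaC07g19420D did not pass for the change in Westar (log2 0.53 to 0.73) without mock Westar replicate 2, infected Westar replicate 1 or 2 or infected ZY821 replicate 2.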

All three homologues of *INDOLE GLUCOSINOLATE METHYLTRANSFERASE 5* detected in this study (*BnaA07G33060D, BnaC06G37610D*, and *BnaC06G21620D*) are co-expressed and predicted to be controlled through network interactions, offering novel insight into how glucosinolate production is transcriptionally controlled in response to *S. sclerotiorum*. Although the interactions remain putative, our network analyses provide an elegant and direct avenue for further investigation using functional characterization pipelines.

Global transcriptional reprogramming observed in tolerant leaf tissues, which expressed fewer genes following infection than the susceptible line provides evidence for genome-wide control of the genetic regulatory machinery following interaction with *Sclerotinia*. 

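Infected ZY821 libraries detected 33,147 ± 915 transcripts (SD, n = 3) at 1 FPKM or more, and infected Westar libraries 36,260 ± 624. Fewer transcripts of infected ZY821 lay at 1 to 5 FPKM, 14,507 against 17,722, and at 5 to 25 FPKM, 12,030 against 14,254, while more lay at 25 FPKM or above. Between the infected cultivars 19,785 genes differed, 11,302 of them higher in ZY821 and 8,483 lower. After median-of-ratios scaling the numbers were 8,634 and 9,806, and with equal FPKM totals 3,685 and 16,736.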

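The 5 telomere-binding protein genes of Fig. 4A rose in ZY821. TRP1 (BnaA10g12450D, chromosome A10, 10258143 to 10263084), which encodes a Myb-type protein that binds telomeric repeats, had 8.76 ± 1.99 FPKM (SD, n = 3) in mock and 9.55 ± 2.42 in infected Westar (adjusted p = 0.772), and rose from 12.8 ± 1.91 to 49.9 ± 8.35 in ZY821 (log2 change 1.88, SE 0.25, adjusted p = 4.48e-05). The difference was 1.78 log2 (SE 0.35, adjusted p = 0.00835). TBP1 (BnaAnng26340D) rose from 0.295 to 3.30 FPKM in ZY821, also more than in Westar (adjusted p = 0.0292). TRP1 BnaC09g34740D, TBP1 BnaC03g06060D and TRB3 BnaC01g26310D rose in ZY821 too, to 31.1, 30.2 and 1.71 FPKM, and their differences from Westar did not pass (adjusted p = 0.0612, 0.219 and 0.549). These 3 rises did not pass with equal FPKM totals, nor those of BnaC09g34740D and BnaC03g06060D after quantile normalization or that of BnaC03g06060D after median-of-ratios scaling.
Of 19 homologues of genes of DNA methylation and demethylation, 5 were measured. Of these, none rose and 3 fell in Westar (0 and 3 adjusted over the list alone; adjusted p = 0.281 with an estimated correlation), and none rose and 4 fell in ZY821 (0 and 4; adjusted p = 0.228). The DNA methyltransferase gene DRM2 (BnaC09g42890D) fell from 8.57 to 4.07 FPKM in Westar (adjusted p = 0.0123) and from 8.02 to 1.81 in ZY821. Of 41 genes for SET-domain proteins, which methylate histones, 5 rose and 7 fell in Westar (1 and 6 adjusted over the list alone; adjusted p = 0.904 with an estimated correlation), and 14 rose and 11 fell in ZY821 (14 and 11; adjusted p = 0.80). The difference passed for 3 with the higher and 1 with the lower change in ZY821, also over the list alone. A homologue of ATXR5 (BnaC09g46870D), a histone H3 methyltransferase, rose from 0.420 to 1.68 FPKM in Westar and from 0.333 to 4.53 in ZY821, more by 1.13 log2 (adjusted p = 0.0187). The median change of the SET list in ZY821, 0.45 log2, became -0.56 with equal FPKM totals. BnaAnng26340D did not pass for the difference in response (log2 1.16 to 1.35) without mock Westar replicate 1, infected Westar replicate 1 or 3, mock ZY821 replicate 2 or infected ZY821 replicate 1 or 2. BnaC09g42890D did not pass for the change in Westar (log2 -0.79) without infected Westar replicate 2.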

Enrichment of genes associated with DNA methylation controlled by *TELEMORIC BINDING PROTEIN* homologues in genes specifically expressed in ZY821, and higher accumulation levels of *SET* homologues hint at differences in how the two cultivars adjust chromatin and chemical modifications of genetic material in response to fungal infection. Since DNA methylation is essential to plant defense (Dowen *et al.*, 2012), and transcriptional regulation of JA/ET genes requires the histone methyltransferase *SET DOMAIN GROUP8* in Arabidopsis (Berr *et al.*, 2010), epigenetic control mechanisms may directly contribute to tolerance to *S. sclerotiorum*.

Reactive oxygen species (ROS) produced through the PTI pathway serve as important defense signalling molecules, but can also damage the host’s molecular machinery causing cell death (Scheler *et al.*, 2013; Tripathy and Oelmüller, 2012). Within 24 hours of infection, at the leaf-fungal interface, we observed elevated redox buffering capacity in tolerant leaf tissues through genes contributing to oxidative stress and glutathione metabolic processes. Enzyme activity of APX and GR further validated gene expression data through the qualification of their small molecule substrates, ASC and GSH - critical components of the plant immune system (Foyer and Noctor, 2011; Ishikawa and Shigeoka, 2008). Interestingly, increased ASC at 24hpi in tolerant leaves does not correspond to transcript levels of VTC2, the rate-limiting enzyme in ASC biosynthesis. All *VTC2* homologues were downregulated during infection in both genotypes, however transcript levels of *ERF98*, a positive regulator of ASC biosynthesis (Wang *et al.*, 2013; Zhang *et al.*, 2012), were considerably higher in tolerant leaf tissues. These data further support our transcriptional circuit that places an *ERF98* homologue, *BnaA07G06750D,* as a regulator of redox related defense processes, and provides novel insight into the transcriptional regulation of the complex networks underlying tolerance to *S. sclerotiorum*.

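ERF98 was higher in infected ZY821 than in infected Westar for all 6 homologues. BnaA07g06750D (chromosome A07, 7061869 to 7062289) had 13.0 ± 7.30 FPKM (SD, n = 3) in infected Westar and 237 ± 55.0 in infected ZY821, 18.2 times higher (log2 difference 4.18, adjusted p = 2.74e-05), and its response to infection differed between the cultivars by 4.58 log2 (adjusted p = 0.000885). BnaA01g23960D had 3.74 ± 2.32 and 105 ± 10.9, 28.1 times higher (adjusted p = 3.39e-06). BnaC01g31050D, BnaC07g08350D and BnaA07g06760D were 10.0, 9.04 and 8.21 times higher, and BnaA01g23970D, at 0.257 and 1.93 FPKM, was 7.52 times higher (adjusted p = 0.0184; exact permutation p = 0.2). The mean of the 6 ratios was 13.5. The difference in response passed for 5 of 6 and not for BnaA01g23970D (adjusted p = 0.126). The paper reads these levels as further evidence for its network, in which BnaA07g06750D regulates redox-related defence. BnaA01g23970D did not pass between the infected cultivars (log2 0.81 to 1.09) without infected Westar replicate 1 or 3 or infected ZY821 replicate 1 or 2. BnaA07g06760D did not pass for the difference in response (log2 1.9 to 1.91) without infected Westar replicate 1 or 3.

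**Figure D9:**
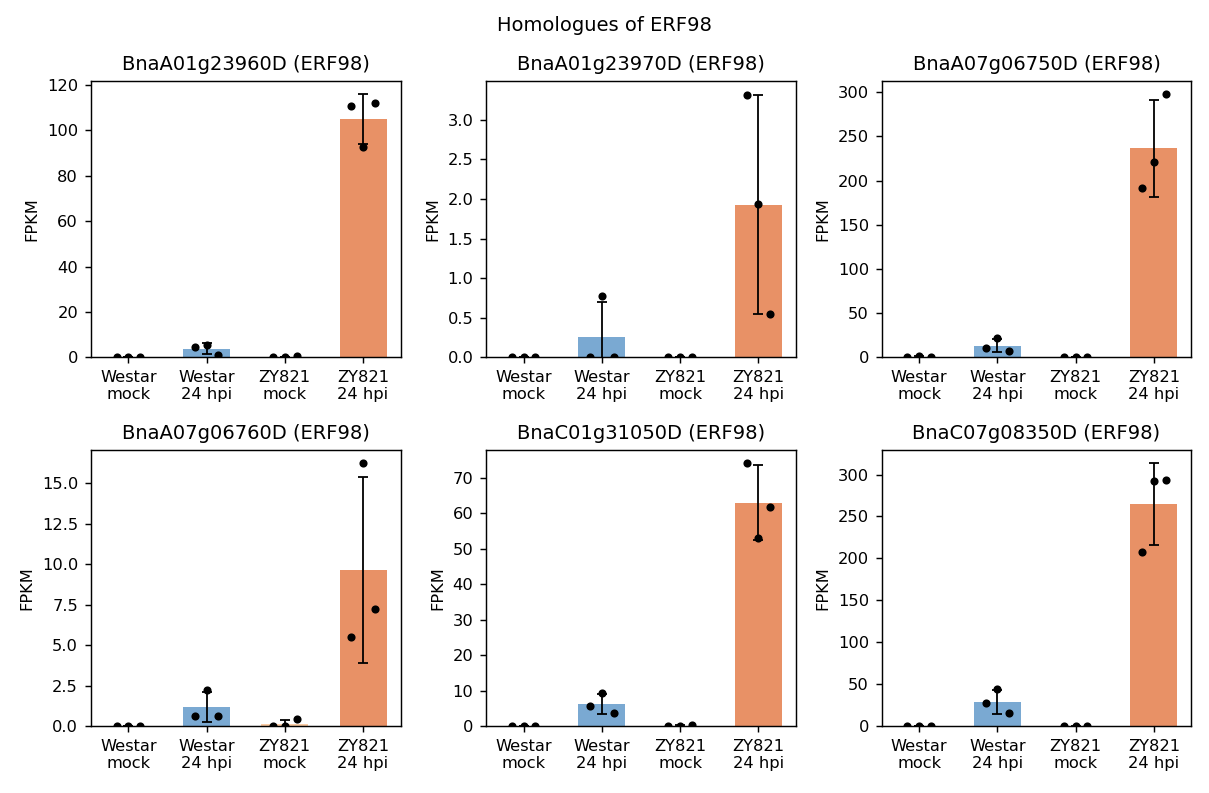
FPKM of the 6 ERF98 homologues in the 4 groups, with bars for means, error bars for SDs and points for the 3 libraries. Infected ZY821 has the highest mean for each homologue.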

Activation of the ASC-GSH pathway in tolerant leaves of ZY821 likely contributes to the lack of cellular degradation observed in advance of fungal hyphae, thus limiting nutrient availability from OA-induced cell death (Kim *et al.*, 2008). The importance of redox regulation and homeostasis in defense against *S. sclerotiorum* is further validated by the hyper-susceptible phenotype of *vtc2* Arabidopsis. Delayed lesion growth in *vtc2* plants at early infection stages is likely due to defense priming caused in part by the activation and nuclear localization of redox sensitive Nonexpressor of PR Genes 1 (NPR1), which transcriptionally activates *PR1* and other defense regulators (Tada *et al.*, 2008; Pavet *et al.*, 2005). The *vtc2* Arabidopsis plants constitutively express *PR1* among other antimicrobial genes and accumulate phytoalexins at higher levels than wild-type plants (Colville *et al.*, 2008), amounting to elevated defense capacities at the initial contact with the pathogen. Although this offers protection initially, inability to appropriately respond to *S. sclerotiorum* and buffer OA-induced ROS compromises defense over time, as seen in *vtc2* plants infected with necrotrophic fungal pathogen *Alternaria brassicola* (Botanga *et al.*, 2012). Taken together, we show that the coordination and functioning of cellular redox buffering systems at the host-pathogen interface has a profound role in the defense response against *S. sclerotiorum*, providing a physiological mechanism responsible for management of tissue damage and the tolerant phenotype of ZY821.

The current study presents a timely investigation into the transcriptional and physiological changes contributing to *S. sclerotiorum* tolerance in the ZY821 genotype directly at the site of infection at the host-pathogen interface of the leaf. While we have yet to fully understand the molecular underpinnings of *S. sclerotiorum* infection severity in *B. napu*s or the full spectrum of genes required for genetic resistance, we have uncovered new molecular and physiological processes associated with tolerance at the first point of infection under real-world conditions. The wholesale transcriptional reprogramming undergone by plant cells infected with fungal pathogens is an intricately regulated process controlled through the activity of transcriptional circuits. This regulatory analysis highlighted the transcriptional control of redox response and highlights the critical nature of redox homeostasis for *B. napus* tolerance to *S. sclerotiorum*.

## SUPPORTING INFORMATION

Supplementary data are available at *JXB* online.

Fig. S1. Clustered heatmap of all 1233 newly identified genes based on FPKM levels

Fig. S2. Heatmap of transcript levels in FPKM of all homologues of genes identified as circadian regulated in Arabidopsis (Covington *et al.*, 2008).

Fig. S3. Dominant patterns of gene activity discovered using fuzzy k-means clustering analysis. Bar plots represent relative accumulation level of transcripts belonging to each pattern.

Fig. S4. Enzymatic and ascorbic acid (ASC) analysis. Enzyme activity levels of (A) monodehydroascorbate reductase (MDAR) and (B) dehydroascorbate reductase (DHAR) from healthy and infected leaf tissues. (C) Levels of reduced ascorbate (ASC) and oxidized oxidized forms monodehyrdoascorbate (MDHA) and dehydroascorbate (DHA), and ASC redox ratio.

Fig. S5. Quantitative reverse transcription PCR of select genes. Relative fold changes from RNA-sequencing data are displayed as bars with qPCR levels as dots.

qPCR of selected transcripts

Table S1. Number of Illumina sequence reads that map to the *Brassica napus* genome.

Table S2. Number of Illumina sequence reads that map to the *Sclerotinia sclerotiorum* genome.

Table S3. Gene annotation and FPKM levels.

Table S4. Top 20 most highly abundant transcripts uncovered in the novel transcript discovery analysis.

Table S5. Gene Ontology summary.

Table S6. Transcript levels in FPKM of selected genes.

Table S7. Module tables.

Table S8. Fuzzy K means dominant patterns gene lists.

Table S9. Primer sequences used for quantitative reverse transcription PCR and genotyping of Arabidopsis mutants.

## Supplementary Material

supplementary-Table-S1-S2,S4,S6,S9

supplementary-Table-S3

supplementary-Table-S5

supplementary-Table-S7

supplementary-Table-S8

Supplementary-Figures-S1-S4

# Supplementary material for: RNA sequencing of Brassica napus reveals cellular redox control of Sclerotinia infection
**Source:** J Exp Bot. 2017 Sep 27;68(18):5079–91. doi: 10.1093/jxb/erx338
**Supplement:** supplementary-Table-S1-S2,S4,S6,S9

Table S1 Number of Illumina sequence reads that map to the *Brassica napus* genome v5.0.

**Cultivar & Treatment**	**Replicate**	**Trimmed reads (millions)**	**Mapped reads (millions)**	**overall mapping %**	**% uniquely mapping**
Westar Control	1	12.4	9.4	75.5	83.6
	2	13.2	10.4	79	82.8
	3	33.1	26.3	79.3	83.3
Westar 24hpi	1	34.1	21.3	62.5	83.5
	2	35.6	22.6	63.5	84.3
	3	44.0	29.9	68	83
ZY821 Control	1	48.2	38.1	79.1	82.6
	2	2.4	1.9	79.1	83.0
	3	30.4	24.8	81.4	83.9
ZY821 24hpi	1	19.7	12.6	63.7	84.1
	2	30.4	18.4	60.6	84.0
	3	43.0	28.4	66.1	83.9

Table S2 - Number of Illumina sequence reads that map to the *Sclerotinia sclerotiorum* genome v2.

**Cultivar & Treatment**	**Replicate**	**Trimmed reads (millions)**	**Mapped reads (millions)**	**overall mapping %**	**% uniquely mapping**
Westar Control	1	12.3	0.0	0.0	73.9
	2	13.2	0.0	0.1	91.1
	3	33.1	0.0	0.0	92.8
Westar 24hpi	1	40.3	7.8	19.4	99.1
	2	37.0	6.5	17.5	99.0
	3	52.0	8.1	15.6	99.0
ZY821 Control	1	48.2	0.0	0.0	84.5
	2	2.4	0.0	0.0	56.9
	3	30.4	0.0	0.1	86.4
ZY821 24hpi	1	31.5	6.3	20.0	98.9
	2	44.4	6.7	15.1	98.4
	3	20.5	3.1	15.0	98.6

Table S4 Top 20 most highly abundant transcripts uncovered in the novel transcript discovery analysis. 

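Of the 80 group means that Table S4 lists for its 20 transcripts, and the 96 of Table S6, 169 equalled the means of the authors' FPKM per library after rounding or lay within a small tolerance. The other 7 are the 4 values of the actin 7 homologue CUFF.28029.1 and 3 of CUFF.21152.2, an MLO homologue whose family includes susceptibility genes for powdery mildew. The remaining value of CUFF.21152.2, in mock ZY821, also differs after rounding but lies within the tolerance. CUFF.21152.2 rose from 0.310 to 75.6 FPKM in Westar and from 0.148 to 349 in ZY821.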

Closest Arabidopsis match determined using BLAST+ protein alignment to TAIR 10 release.

<i>Brassica napus</i><br>transcript ID		FPKM			Closest<br>Arabidopsis<br>match	Putative annotation
	Westar<br>Mock	Westar<br>24hpi	ZY821<br>Mock	ZY821<br>24hpi		
CUFF.21966.1	2.13	439.75	2.06	3002.7	AT3G22600	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein
CUFF.3931.1	1.08	294.36	1.70	1697.0	AT3G22600	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein
CUFF.4914.2	0.65	171.24	1.00	905.75	AT3G60120	beta glucosidase 27
CUFF.26852.1	9.84	242.26	12.87	898.50	AT3G22890	ATP sulfurylase 1
CUFF.21152.2	0.44	81.63	0.16	367.73	AT2G39200	Seven transmembrane MLO family protein
CUFF.37984.1	359.03	73.62	202.18	231.46	AT2G41430	dehydration-induced protein (ERD15)
CUFF.16712.3	348.21	65.92	270.58	22.97	AT2G39730	rubisco activase
CUFF.22197.12	64.66	158.84	66.36	323.13	AT4G05320	polyubiquitin 10
CUFF.8326.4	95.38	228.50	58.22	181.04	AT4G05320	polyubiquitin 10
CUFF.24223.1	10.36	74.74	9.63	223.57	AT3G62830	NAD(P)-binding Rossmann-fold superfamily protein
CUFF.26562.1	1.21	44.40	0.83	220.17	AT1G30700	FAD-binding Berberine family protein
CUFF.28512.1	8.81	68.41	9.98	208.08	AT1G59870	ABC-2 and Plant PDR ABC-type transporter family protein
CUFF.20400.1	0.35	0.03	0.85	193.79	AT4G01370	MAP kinase 4
CUFF.26855.1	3.31	43.77	3.17	184.54	AT3G22890	ATP sulfurylase 1
CUFF.28029.1	168.87	34.16	51.73	5.91	AT5G09810	actin 7
CUFF.23944.1	83.84	14.48	160.19	5.91	AT2G13770	CONTAINS InterPro DOMAIN/s: Putative harbinger transposase-derived nuclease (InterPro:IPR006912)
CUFF.29327.1	0.28	22.44	0.58	159.48	ATMG00710	Polynucleotidyl transferase, ribonuclease H-like superfamily protein
CUFF.37867.1	1.67	43.79	0.84	148.10	AT3G52400	syntaxin of plants 122
CUFF.4883.1	5.80	50.06	5.11	147.95	AT3G62830	NAD(P)-binding Rossmann-fold superfamily protein
CUFF.35598.2	61.91	63.54	68.60	142.21	AT5G03240	Polyubiquitin 3

Table S6 Transcript levels in FPKM of selected genes. Arabidopsis Gene Identifiers were matched to Brassica napus genes by using BLAST+ protein alignment to the TAIR 10 release.

<i>Brassica napus</i><br>ID	FPKM				Arabidopsis<br>Gene<br>Identifier	Gene name
	Westar		ZY821			
	Control	24hpi	Control	24hpi		
BnaCnng08300D	7.7	95.0	3.5	15.6	AT1G74710	<i>ISOCHORISMATE<br>SYNTHETASE 1</i>
BnaC06g22820D	18.4	61.3	12.6	7.0		
BnaA07g22090D	14.0	23.6	11.8	3.4		
BnaC06g35540D	3.8	20.4	1.9	3.1		
BnaCnng23220D	3.6	0.9	2.8	0.5		
BnaC04g00590D	13.4	6.8	18.3	9.3	AT2G46830	<i>CIRCADIAN CLOCK<br>ASSOCIATED 1</i>
BnaA05g01050D	58.1	25.6	57.2	29.9		
BnaA10g00780D	9.5	7.8	35.4	8.8	AT1G01060	<i>LATE ELONGATED<br>HYPOCOTYL</i>
BnaC05g00840D	7.8	8.7	30.8	12.4		
BnaAnng17890D	2.8	6.7	15.1	9.3		
BnaC03g00040D	0.9	0.0	12.0	2.8		
BnaA07g15790D	21.6	23.2	12.7	22.0	AT3G52850	<i>VACUOLAR SORTING<br>RECEPTOR 1</i>
BnaC06g18530D	58.9	87.0	30.7	284.4	AT3G62420	<i>BASIC LEUCINE<br>ZIPPER 53</i>
BnaC08g32220D	42.4	51.1	47.8	218.8		
BnaA09g39870D	60.6	62.8	56.2	135.4		
BnaA07g19330D	5.7	39.5	1.7	5.1		
BnaA07g06750D	0.7	13.0	0.1	236.6	AT3G23230	<i>ETHYLENE RESPONSE<br>FACROR 98</i>
BnaA07g33060D	1.2	84.2	2.2	908.7	AT1G76790	<i>INDOLE<br>GLUCOSINOLATE<br>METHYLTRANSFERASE<br>5</i>
BnaC06g37610D	1.6	180.7	1.8	769.5		
BnaC06g21620D	0.9	145.0	1.1	536.9		
BnaC08g44670D	0.5	73.6	2.6	470.3	AT1G06160	<i>OCTADECANOID-<br>RESPONSIVE<br>ARABIDOPSIS AP2/ERF<br>59</i>
BnaA09g50010D	0.6	78.7	2.3	378.6		
BnaC05g04210D	0.0	4.2	0.1	37.0		
BnaA10g04090D	0.0	3.5	0.1	22.2		

Table S9 Primer sequences used for quantitative reverse transcription PCR and genotyping of *Arabidopsis* mutants.

Species	Gene	Gene Identifier	Direction	Sequence (5' to 3')
<i>Brassica napus</i>	ATGP4	BnaC08g11930D	Forward	CGTCTTCCTCTTCCCTCACC
			Reverse	ACAGTTGGAATAGAATAGTAGGCTC
	LTPG5	CUFF.21966.1	Forward	CCCGAGATATGAACTGAAAGACCT
			Reverse	TGTGCACCTATAAAATTCATACGGC
	MPK4	CUFF.20400.1	Forward	AGATGCTAACCAAGAACACAGA
			Reverse	ACCAGAAAGCTAAACCAAAATGCA
	ACT2	BnaA03g34950D	Forward	TCGAATCTTTCTCGTCCAAGCT
			Reverse	CCAGCGAAACCAGCCTTGA
	TUB4	BnaAnng09960D	Forward	GTTTCGCTCCGTTGACATCG
			Reverse	CGCACATCATGTTCTTCGCA
	APX1	BnaA06g04380D	Forward	CTGCTGACGAGGAAGCATTT
			Reverse	CACACAAGGAACGACACAGC
	RSZ32	BnaA03g00590D	Forward	AGAACAGTCCCAAGAAGCTCAA
			Reverse	ACTAGGACGAGGAGGTGACC
	DORN1	BnaC03g11240D	Forward	TGTGCAAGTACCAGAGAGCAG
			Reverse	GCATTTGTTTGACGAGGCGA
<i>Arabidopsis thaliana</i>	PDF1.2	BnaA07g32130D	Forward	GCTGCTTTTGAAGCACCAAC
			Reverse	GTTGCAAGATCCATGTCGTG
	PR1	BnaC03g45470D	Forward	TCTCGTTGACCCAAAGGTTC
			Reverse	CAGCCTTCGCTCAAAGCTAC
	SOBIR1	BnaCnng39490D	Forward	CTTTCGTCTCCTCCGTTGAG
			Reverse	TCTCTCGCAGGAACTCCTC
	MPK9	BnaC02g22230D	Forward	AACGGAAAGTGACCGACAAG
			Reverse	TGAGTCCGGAGAGGTTTGAC
	EEF	AT1G30230	Forward	CTGGAGGTTTTGAGGCTGGTAT
			Reverse	CCAAGGGTGAAAGCAAGAAGA
	PR1	AT2G14610	Forward	CTCGGAGCTACGCAGAACAA
			Reverse	CGCTACCCCAGGCTAAGTTT
	PDF1.2	AT5G44420	Forward	CATCATGGCTAAGTTTGCTTCCA
			Reverse	ATTGCCGGTGCGTCGAAA
	VTC 2	AT4G26850	Forward	TCCGACCGTTGTTTCGAACT
			Reverse	CTAGCCCCGTTAAGGCAACA
	DORN1	AT5G60300	Forward	CTCACCCGCTGTCAAAATGG
			Reverse	AGGCTGGACTCTCTGACTGC

# Supplementary material for: RNA sequencing of Brassica napus reveals cellular redox control of Sclerotinia infection
**Source:** J Exp Bot. 2017 Sep 27;68(18):5079–91. doi: 10.1093/jxb/erx338
**Supplement:** Supplementary-Figures-S1-S4

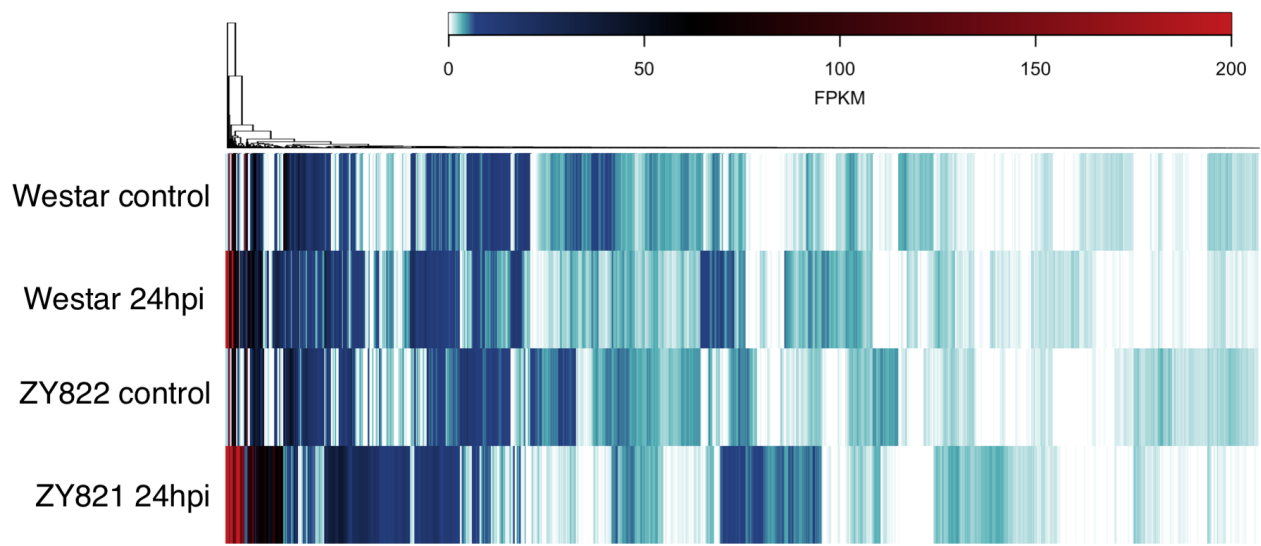

Figure S1 Clustered heatmap of all 1233 newly identified genes based on FPKM levels

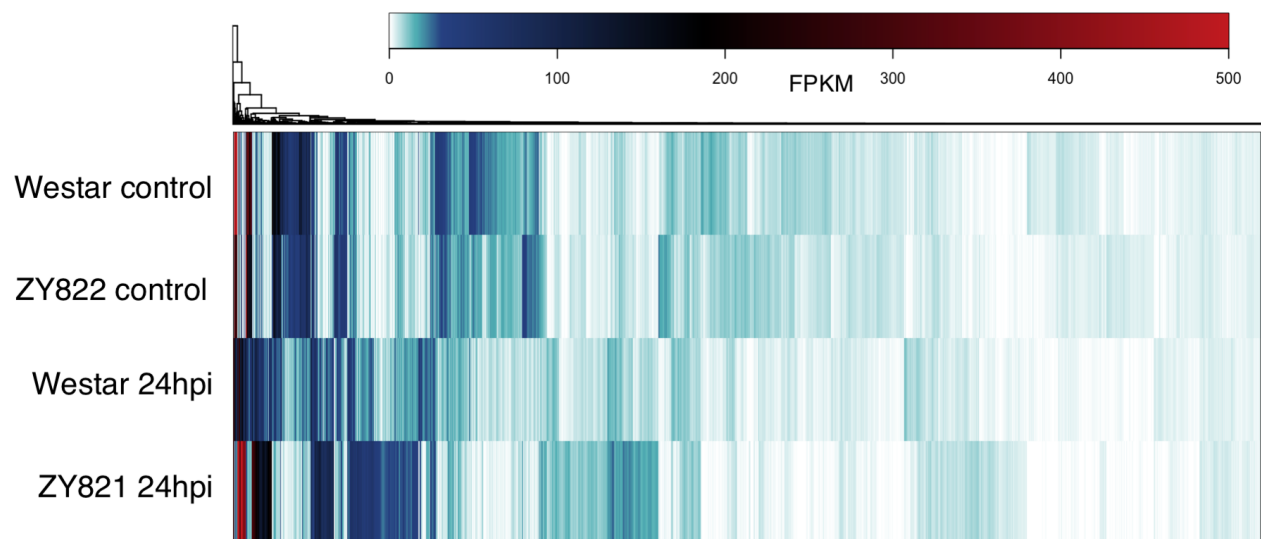

Figure S2 Heatmap of transcript levels in FPKM of all homologues of genes identified as circadian regulated in Arabidopsis (Covington et al., 2008)

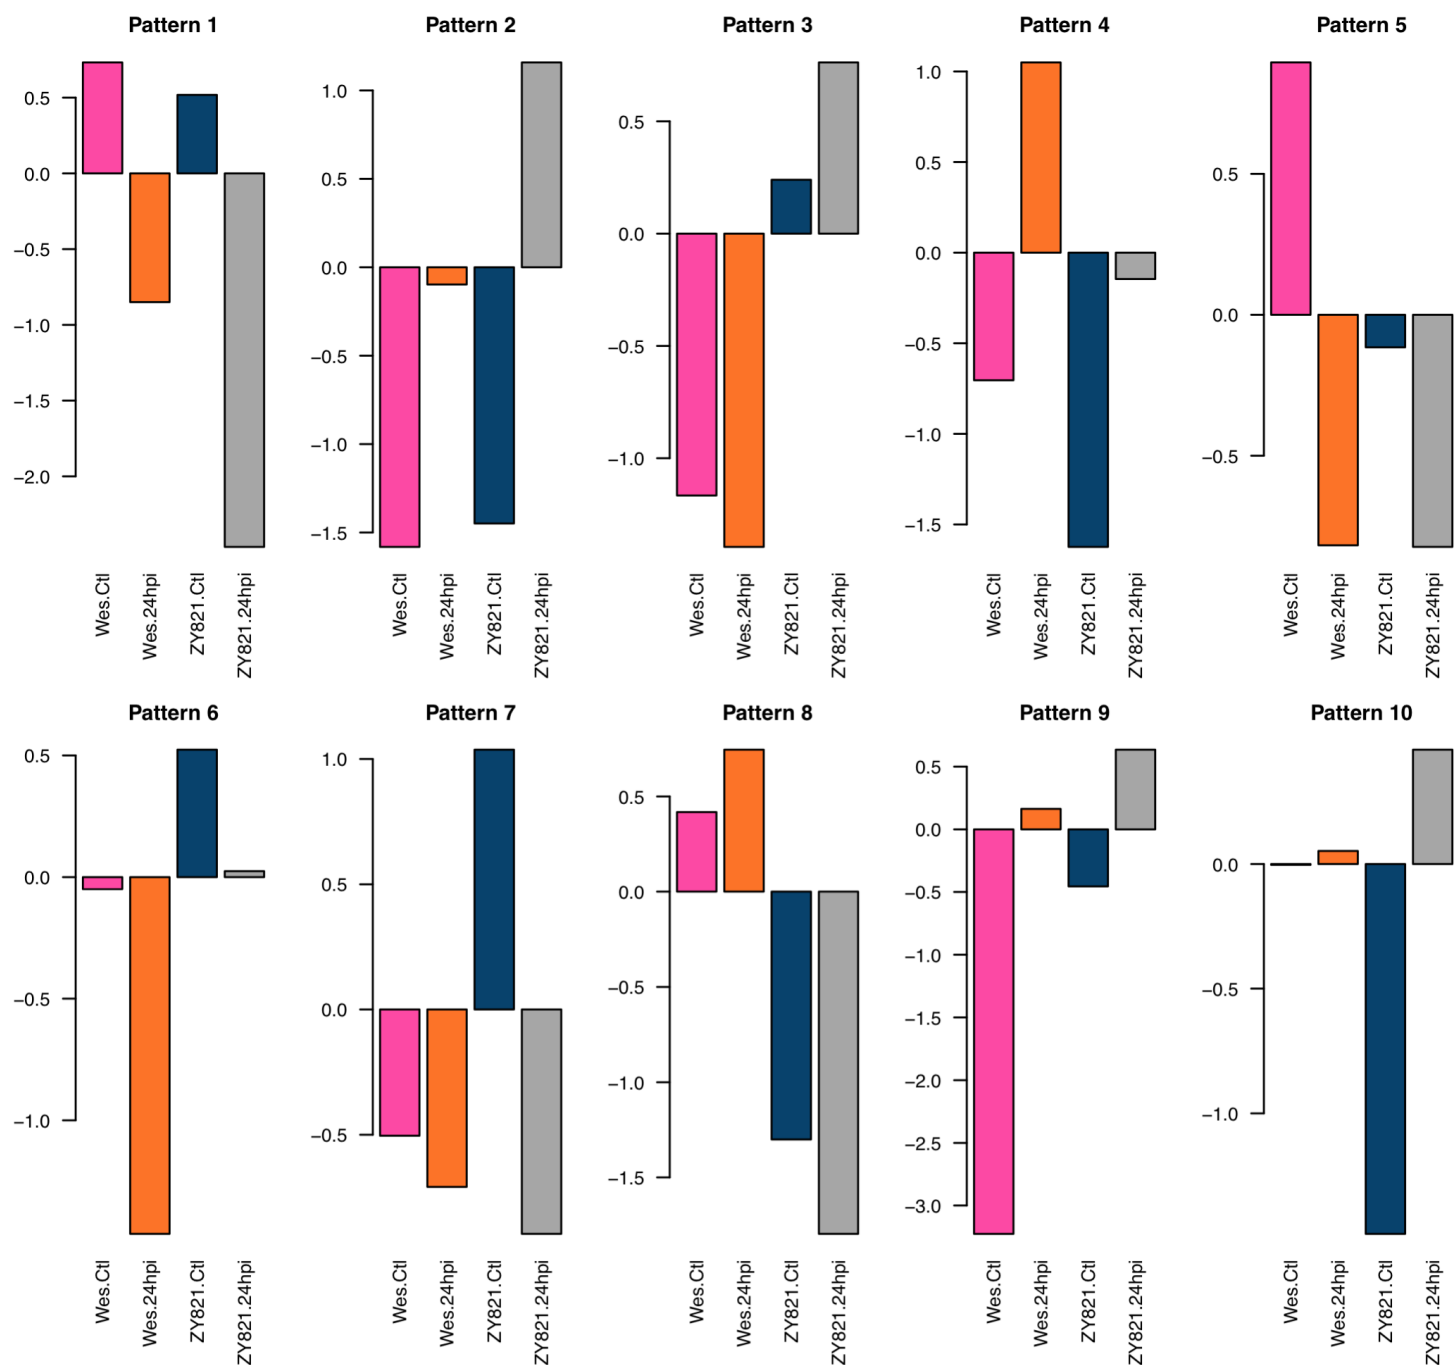

Figure S3 Dominant patterns of gene activity discovered using fuzzy k-means clustering analysis. Bar plots represent relative accumulation level of transcripts belonging to each pattern.

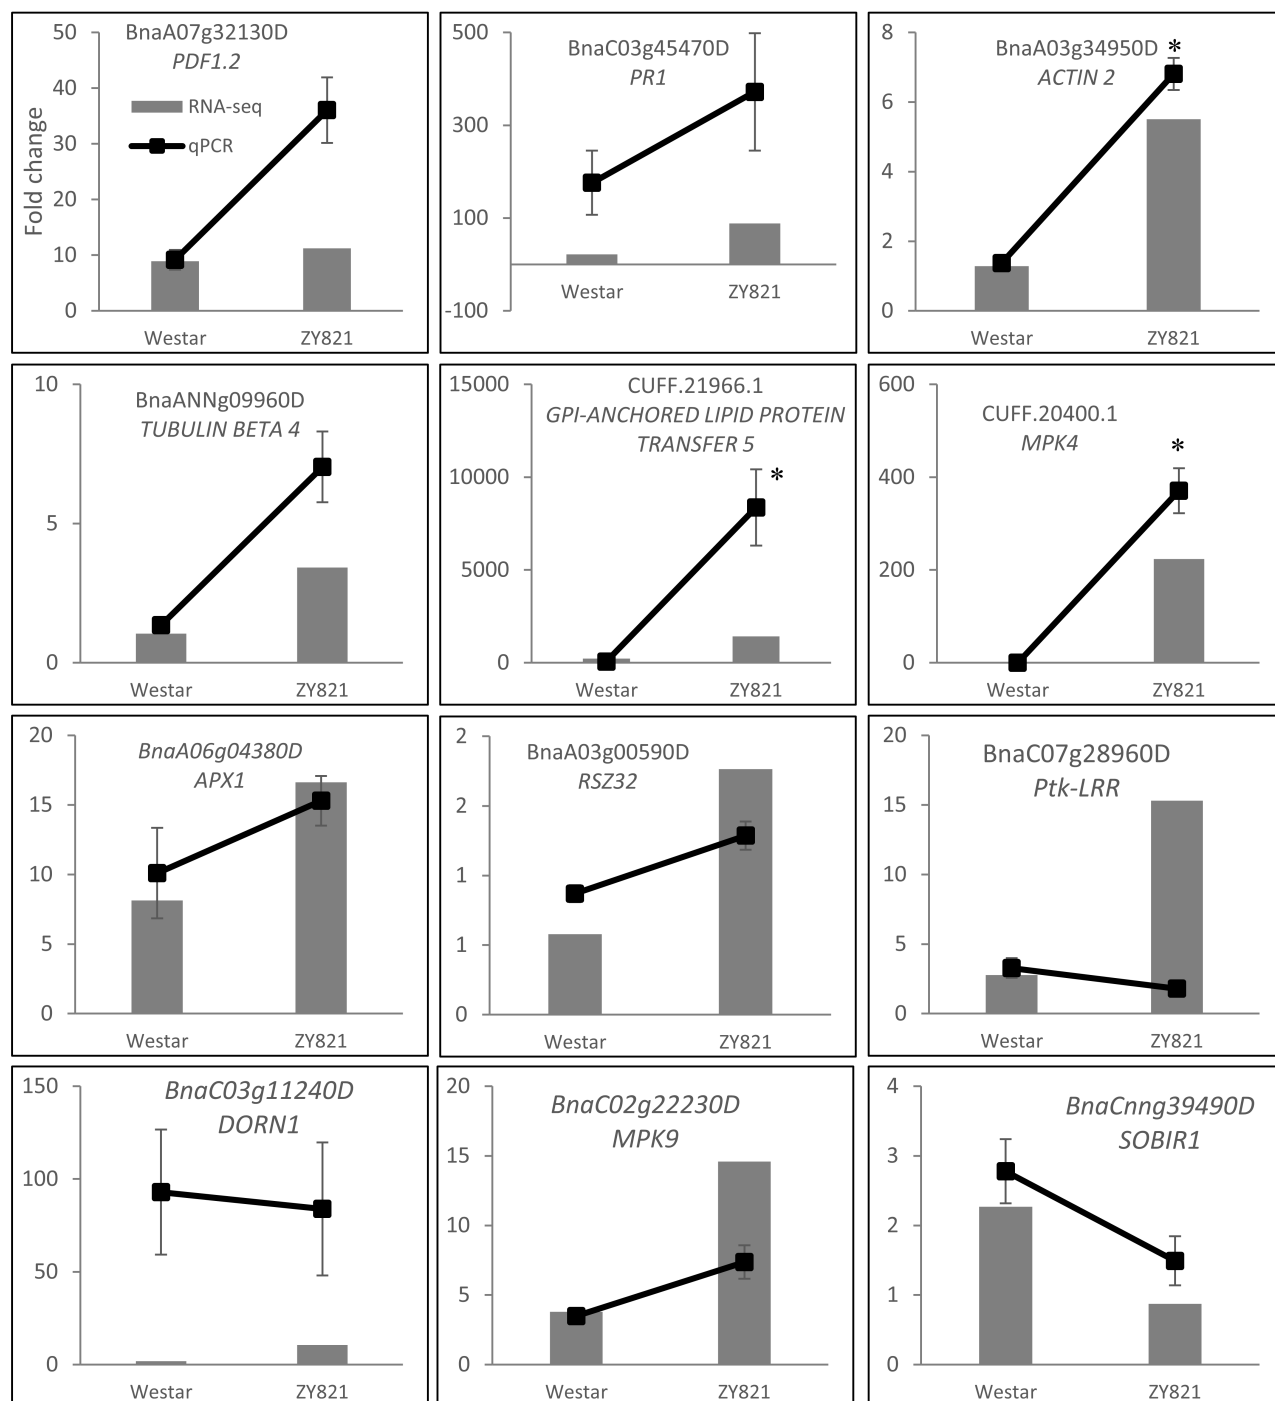

Figure S4 Quantitative reverse transcription PCR of select genes. Relative fold changes from RNA-sequencing data are displayed as bars with qPCR levels as dots.

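The ubiquitin family gene ATGP4 (BnaC08g11930D), the housekeeping gene of the quantitative PCR, had 19.8 ± 7.35 FPKM (SD, n = 3) in mock Westar, 17.6 ± 6.92 in infected Westar, 20.7 ± 4.46 in mock ZY821 and 19.3 ± 2.88 in infected ZY821, and passed no comparison. Genes often used as references elsewhere were less even. Of 31 of them, 17 rose and 2 fell in Westar (17 and 2 adjusted over the list alone; adjusted p = 0.277 with an estimated correlation), and 22 rose and none fell in ZY821 (22 and 0; adjusted p = 0.228). The 31 genes took 0.138 and 0.365% of all FPKM in mock and infected Westar, and 0.168 and 0.383% in ZY821. In ZY821 both the even level of ATGP4 and the size of these rises are relative to the authors' scaling, since its infected libraries had the largest FPKM totals. EF1-alpha (BnaC05g05630D), of translation elongation, rose from 128 to 462 FPKM in Westar and from 130 to 915 in ZY821. DORN1 (BnaC03g11240D) rose in ZY821 from 3.87 to 41.9 ± 16.1 FPKM (adjusted p = 2.84e-06) and stood at 0.164 and 0.288 in Westar, a difference in response of 2.96 log2 (adjusted p = 0.00138). The MAP kinase kinase 9 homologue BnaC02g22230D rose from 5.73 to 19.9 FPKM in Westar (adjusted p = 0.00761) and from 3.67 to 54.7 in ZY821. A leucine-rich repeat kinase gene (BnaC07g28960D) rose from 1.78 to 4.52 FPKM in Westar (adjusted p = 0.0223) and had 0.827 and 1.07 in ZY821 (adjusted p = 0.601). BnaC07g28960D did not pass for the change in Westar (log2 0.83 to 0.98) without mock Westar replicate 2 or infected Westar replicate 1 or 3.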

How the deposited data were processed for this re-analysis (not part of the article)

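Leaf tissue at the site of inoculation was compared in 4 groups of 3 biological replicates: mock and infected leaves of the susceptible cultivar Westar and of the tolerant cultivar ZY821, 24 h after inoculation. The sample labels and Table S1 name the same groups and replicates, and all 12 libraries could be assigned. ZY821 plants had 4 weeks of vernalization and Westar plants none.

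The authors trimmed the reads with Trimmomatic, aligned them to the B. napus v5.0 and S. sclerotiorum v2 genomes with TopHat2 2.0.13, assembled transcripts with Cufflinks 2.2.1 and normalised the levels across libraries with Cuffnorm, by the paper's methods and the submitters' processing notes, which also name bedtools and Cuffdiff. The deposited table holds the authors' FPKM for 95,256 transcript models in each of the 12 libraries, together with group means and the closest A. thaliana match of 81,516 models. The group means in the table equal the means of the libraries. A deposited annotation gives the positions of 95,969 models, of which 1,563 are classed as intergenic, and positions printed are on B. napus v5.0 as that annotation gives them. No reads were used here, and no count test was run because FPKM are not counts. A read was recognised in the low values of each library as the smallest step that fits transcripts of different length, with 250 bases subtracted from the transcript length as the fragment length, and the depths so estimated range from 1.33 to 26.6 M reads. At 1.33 M reads, transcripts near 1 FPKM rest on few reads, and values near that level carry the widest error.

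Levels were compared as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using an intensity-dependent prior, in a single model of the 4 groups, so that the groups of 3 share an estimate of the spread. The test covered the 47,052 transcripts with a mean FPKM of at least 1 in at least 1 group. All tests are two-sided, and p values were adjusted by Benjamini-Hochberg within each comparison, with calls at an adjusted p under 0.05. The comparisons were infected against mock leaves in each cultivar, the difference between these responses, the cultivars in mock leaves and the cultivars in infected leaves. The responses of the cultivars share no control libraries. For folds of a few homologues an exact permutation test was also made, and 3 against 3 libraries cannot give a p under 0.1. Detected transcripts were those with a mean of at least 1 FPKM, in the paper's classes from 1, from 5 and from 25 FPKM. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.

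In total 46 lists of genes, taken from textbook pathways, from annotation words and, for 4 of them, from Table S7, were matched to B. napus genes through the closest A. thaliana match. They cover plant hormones, photosynthesis and plastid metabolism, defence signalling, glucosinolates, sulfur, redox metabolism, transcription factor families, splicing, chromatin, trafficking, cytoskeleton, the clock, vernalization, reference genes and markers of other leaf and flower cell types. Lists were tested with camera against all other genes, with a correlation between members estimated from the data as the main setting and a preset correlation of 0.01 as the alternative. With the estimated correlation no list passed in the Westar response, the ZY821 response or the difference, out of 45 lists with at least 3 measured members. The lowest adjusted p were 0.108, 0.144 and 0.287, and at an unadjusted p under 0.05 camera gave 12, 9 and 5 lists. With the preset correlation 28, 29 and 29 of the 45 lists passed, so the result of a list test depends on this choice. For photosynthesis the estimated correlation was 0.684, far above the preset one. A list that did not pass is not thereby shown to be unchanged. Beside these tests, the number of members past the threshold is given over all genes and adjusted over the list alone.

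Genes named in the text follow a rule made in advance. They are all genes that the paper, Table S4, Table S6 or Figs 4, 8B and S4 name, with the homologues of genes named in its results and discussion. Added to these are the 10 largest rises and falls in the response of each cultivar and in the difference in response, among genes with an A. thaliana match and a mean of at least 10 FPKM in a group. For the response of each cultivar the infected and mock libraries also had to show no overlap, which was not asked for the difference. From each list the 2 most abundant members and up to 2 rises and 2 falls per cultivar were added. Together these are 509 genes, of which 469 were tested. The result of 1 gene is not reported here. Values of Tables S4 and S6 had been seen when the rule was made. The tests were tried on simulated data made from the means and spread of the real libraries, with 200 genes changed by known folds among 47,052. In the Westar comparison 1 of 67 genes changed 2-fold, 21 of 65 changed 4-fold and 43 of 68 changed 8-fold were recovered, and 3 of 46,852 unchanged genes were called, so that a small number of isolated 2-fold changes is mostly missed at 3 replicates.

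The alternatives were pseudocounts of 0.1 and 5, no filter and a stricter filter at 5 FPKM, scaling by median of ratios, quantile normalization, limma with no trend, array weights, a threshold of 2-fold beside the adjusted p, the median in place of the mean for folds, a fit of the compared groups only, the replicate number as a block, other correlations for clustering, other definitions of detection, a single value per A. thaliana match for the lists, and each library left out in turn. Equal FPKM totals per library were added after the data were seen. Parts of Tables S3, S5 and S8 beyond the copies read were not used here, and no set test was made on them. Reads of the fungus, the qPCR, and the metabolite and plant assays were not analysed here.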

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

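The tests of library depth, of the shallower libraries, of time of day, of genes with no other tested copy and of the detection limit were chosen only after the results they bear on had been seen, as was the setting with equal FPKM totals, and the spreads that 0.323 points and 0.494 log2 are compared with in the text were added after a first run of those tests.

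Infected ZY821 had fewer detected transcripts (33,147 ± 915 per library, SD, n = 3, against 36,260 ± 624 in infected Westar) and higher FPKM totals than any other group. Depth is argued against as the cause of the lower number, since the deepest infected ZY821 library differed by -2,730 transcripts from the shallowest infected Westar library, and the 3 libraries shallower than all infected ZY821 libraries still had at least 2,212 more. A few very abundant genes were argued against as the source of the totals, because without the 100 highest transcripts of each library the lowest infected ZY821 total was still 1.60 times the highest total elsewhere. The authors' scaling stays open for the larger share of transcripts at 25 FPKM or more, since with equal totals the lowest infected ZY821 library lay only 0.323 points above the highest infected Westar library, within the spread of 0.431 points. A stronger response of ZY821 may account for the pattern as well, and this biological explanation was not separated from the scaling.

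In mock leaves 4,520 genes differed between the cultivars, LHY homologues among them. The shallow mock ZY821 library (replicate 2) is argued against as the cause, since 5,230 genes differed without it, whereas 2,911 did without mock Westar replicate 2 and 2,813 without mock ZY821 replicate 3. A different time of day at harvest could shift clock genes, and it stays open, although the paper's methods give a single time of day, in the early afternoon, for placing the petals. The median log2 difference, ZY821 over Westar, was 0.552 for 11 morning homologues and 0.058 for 14 evening homologues. These medians did not have the opposite signs that this explanation predicts. Their gap of 0.494 log2 had a bootstrap SD of 0.569, however, so the test cannot decide. Of the 11 morning homologues, 4, all of them LHY, were higher in ZY821. Vernalization of ZY821 alone, with its shorter days and lower light, is confounded with cultivar and was not tested.

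For 175 genes the responses of the cultivars differed by more than 16-fold, 125 of them with the higher change in ZY821 and 50 with the lower. Reads shared between homologous copies are argued against as the sole source for the 150 genes with another tested copy. Summed over all copies with the same A. thaliana match, the difference had a median of 2.87 log2 (quartiles 1.94 and 3.70) along the gene's own direction. The median was 4.52 log2 for the genes themselves, so the sums do not exclude that shared reads add to the difference. The summed difference was under 1 for 17 of the 150 genes and at least 2 for 110. For the 25 genes with no other tested copy, shared reads stay open as an explanation. Values near the detection limit stay open, since choosing genes by so large a difference already requires a level above that limit in some group (the median was 67.2 FPKM in the group with the highest mean), and 64 of the genes were under 1 FPKM in the other 3 groups. A response that differs by cultivar may account for these genes as well, as a hypothesis that was not separated from the detection limit.

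A difference in response between the cultivars was found for 7,189 genes, of which 4,898 had the higher log2 change in ZY821 and 2,291 the lower, and 132 of the named genes were among them. With median-of-ratios scaling these were 3,443 and 2,540 and with quantile normalization 2,032 and 1,330. With equal FPKM totals they were 1,301 and 11,003, which turns the balance. The count was 4,562 without mock Westar replicate 1, 4,159 without infected Westar replicate 3, 4,349 without infected ZY821 replicate 1 and 4,468 without infected ZY821 replicate 3. After permuting cultivar labels within treatments, 3 of 100 draws including the real one had as many. The 2 larger draws, with 11,137 and 10,616 genes, part the infected libraries by cultivar and mix the mock libraries, and the next had 7,037. Such draws keep the difference between the infected cultivars, and the permutation mixes any cultivar effect into the spread. It therefore cannot tell whether chance gives as many differences in response. The response went in opposite directions in the cultivars for 121 genes. Of the permutations of treatment labels, 1 of 100, the real one, gave 17,340 genes changed in the same direction in both cultivars. The next draw had 121, the number that exchanging the treatment labels of 1 cultivar gives, and the others had 0, since permuted labels leave almost no calls in at least 1 cultivar, so the draws do not test whether the responses match beyond chance. Within a single comparison 3 against 3 libraries give 10 splits, too few for a share under 0.05, and the real split gave the highest count in 1 of 10 each: 20,603 genes in Westar against at most 3 in the other splits, 30,612 in ZY821 against 2, 4,520 between the mock cultivars against 26 and 19,785 between the infected cultivars against 2. For unannotated transcripts the counts were 437 in Westar and 704 in ZY821, against 0 in the other splits.

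Among the largest differences in response, higher in ZY821, a SAUR gene (BnaC03g65060D) differed by 9.60 log2, a gene of unknown function (BnaC01g16250D) by 9.12, a C2H2 zinc finger gene (BnaA02g06780D) by 8.21, JAZ1 (BnaA06g13250D) by 7.71 and ASA1 (BnaC03g02240D) by 7.68. A ribosomal protein S5 gene (BnaAnng20630D) differed by 7.60, a peptide methionine sulfoxide reductase gene (BnaC03g03070D) by 7.16, an AP2/ERF gene (BnaA09g16520D) by 7.16, the MPK4 homologue CUFF.20400.1 by 7.04 and PR4 (BnaA03g28760D) by 6.92. Lower in ZY821 were a histidine phosphotransfer gene (BnaCnng75260D, -9.92), peroxidase genes (BnaC02g09180D, -8.41, and BnaA10g25070D, -5.10), BnaCnng75530D (-6.00), BnaC09g11020D (-5.80), an oxoglutarate-dependent oxygenase gene (BnaAnng38110D, -5.60), a chitinase gene (BnaA04g25220D, -5.59) and glutamate dehydrogenase 2 (BnaC02g01610D, -5.53). A MATE transporter gene (BnaAnng38720D, -5.09) and a calcium ATPase gene (BnaC01g41580D, -4.96) were lower too. BnaCnng75260D did not pass for the difference in response (log2 -9.93 to -9.1) without mock Westar replicate 1 or 2, infected Westar replicate 1 or 3, mock ZY821 replicate 1, or infected ZY821 replicate 1 or 3. BnaC01g41580D did not pass (log2 -4.46 to -4.45) without mock Westar replicate 1 or 2 or infected ZY821 replicate 1.

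In groups of genes that the paper's text does not name, single members passed the test, while none of the groups listed here passed with an estimated correlation. Of 250 genes annotated as cytosolic ribosomal proteins, 105 rose and 34 fell in Westar (114 and 37 adjusted over the list alone; adjusted p = 0.635 with an estimated correlation) and 168 rose and 33 fell in ZY821 (169 and 33; adjusted p = 0.491). These genes took 0.798 and 0.997% of all FPKM in mock and infected Westar, and 0.830 and 0.998% in ZY821. The larger number of rises in ZY821 is therefore relative to the authors' scaling. Of 57 lignin and phenylpropanoid genes, 43 rose and 3 fell in Westar (44 and 4 adjusted over the list alone; adjusted p = 0.182 with an estimated correlation) and 43 rose and 4 fell in ZY821 (43 and 5; adjusted p = 0.291). Of 17 core hypoxia genes, 9 rose in Westar (9 adjusted over the list alone; adjusted p = 0.267 with an estimated correlation) and 10 rose and 1 fell in ZY821 (10 and 2; adjusted p = 0.305).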

How the results depend on the processing

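Equal FPKM totals were the setting chosen only after the data were seen. Of the counts and other main values, 401 of those recomputed stayed within 1.5 times or their spread and 39 moved. Of the other values (single genes, lists, folds and counts by direction), 14598 were classed as the same, 225 passed in addition, 472 no longer passed, 105 moved and 14 reversed. Genes and lists were classed as the same by side of the threshold, and folds and counts by their size. A sign that turned was classed as reversed only for a gene or list past the threshold, so other turned signs are not among the 14. With the strict filter, which tests fewer genes, 2,913 genes differed between mock cultivars, 791 were higher and 964 lower in Westar only, and 3,087 lower in ZY821 only. With quantile normalization 3,362 genes differed in response. With equal totals 12,304 did, with 3,488 higher and 973 lower in Westar only and 1,658 higher and 14,200 lower in ZY821 only. With a fit of the compared groups only, which has fewer samples, 979 genes differed between mock cultivars. The share of detected transcripts at 25 FPKM or more, for mock and infected Westar and mock and infected ZY821, was 11.5%, 15.1%, 11.1% and 24.3% with 1 FPKM in every replicate, and 11.7%, 15.1%, 13.0% and 16.4% with equal totals. In mock and infected ZY821 it was 8.03% and 18.8% with 1 FPKM in at least 1 replicate and 9.81% and 19.02% with median-of-ratios scaling. The correlation by treatment minus that by cultivar was 0.250 with Spearman, 0.506 untransformed and 0.480 with the strict filter, and the libraries still parted by treatment. List tests passed 86 times with the preset correlation of 0.01 (28, 29 and 29 of 45 lists for Westar, ZY821 and the difference) and 3 times with equal totals. With 1 library left out in turn, the difference in response gave 4,159 to 7,536 genes, the mock cultivars 2,813 to 5,230, higher in Westar only 872 to 1,598, lower in Westar only 970 to 2,566, and list tests 0 to 7. The lowest or moved counts came without mock Westar replicate 1 (4,562 differences), infected Westar replicate 3 (4,159), infected ZY821 replicate 1 (4,349) and replicate 3 (4,468), mock Westar replicate 2 (2,911 mock differences, 872 higher and 1,128 lower in Westar only), mock ZY821 replicate 3 (2,813), infected Westar replicate 1 (1,255 lower) and replicate 2 (970 lower, 7 lists). Infection in Westar gave 15,260 to 21,673 genes and in ZY821 27,714 to 30,813. With the replicate number as a block, 19,718 genes changed in Westar, 30,121 in ZY821 and 5,858 differed in response, with 3,943 between mock and 18,783 between infected cultivars, and no such count moved by over 1.5 times. Same-number libraries correlated at -0.223 to 0.151, 3 of 18 pairs were over 0.1 and 0 libraries correlated best with their own number, so the numbers were not taken as pairing. Called in all 21 settings compared were 11,465 genes in Westar, 17,422 in ZY821 and 1,530 for the difference. Equal totals, the 2-fold threshold and the fit of the compared groups only are not among these 21. With equal totals, 3,563 of the 7,189 genes with a difference in response were also called, in either direction. These log2 changes reversed: with quantile normalization, by infection in ZY821, BnaA02g22660D (-0.42), BnaA03g00590D (-0.0919), BnaC02g31030D (-0.11), BnaC07g19420D (-0.23), BnaCnng62490D (-0.11), CUFF.37984.1 (-1.52), and with quantile normalization, between cultivars at 24 hpi, BnaA09g49190D (-0.20), and with equal totals, by infection in ZY821, BnaA02g22660D (-0.000825), BnaA03g00590D (-0.36), BnaA07g15790D (-0.38), BnaC04g54120D (-0.0887), BnaC07g19420D (-0.17), and with equal totals, in the difference in response, BnaA06g40330D (-0.0652), and with equal totals, between cultivars at 24 hpi, BnaA09g49190D (-0.00579). The cause of these moves was not tested, apart from fewer genes or samples where named. At the lowest depth of 1.33 M reads, transcripts near 1 FPKM are the least certain.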

Differences from the paper's values

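Of 237 values of the paper compared, 8 differed by more than 1.5 times and by more than the spread between replicates where there is one. Of the 237, 176 are group means of Tables S4 and S6, which the authors took from the same FPKM, so their match is no test of the results here. The mapped reads of Table S1 were also counted as matching, with depth estimates at 68.6 to 71.2% of them. The paper's Fig. 3A shows about 2800 genes upregulated in Westar only, read by eye, against 1,334 here. All 23 alternatives set before the data were examined still differ, at 791 to 1,756, and equal FPKM totals, chosen after seeing the values, give 3,488, which is within 1.5 times. How many of the genes called in the paper this setting drops was not counted, since the paper's own list of them was not used here. For genes downregulated in Westar only, Fig. 3A shows about 3000, read by eye, against 1,929 here. This lies within 1.5 times under pseudocount 5, no filter, median-of-ratios scaling, quantile normalization, array weights and a fit of the compared groups only, and without mock Westar replicate 3, mock ZY821 replicate 1 or 2, or any single library of infected ZY821. The other 11 alternatives still differ. The paper's threshold was a Cuffdiff false discovery rate of 0.05, and the threshold here was an adjusted p of 0.05 from limma.

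The paper gives folds of up to 15 for cytosolic APX and up to 33 for GR in infected ZY821 over infected Westar, and the largest here were 5.00 among APX1 and APX6 homologues and 4.20 among GR1 and GR2 homologues that were tested. The other homologues of APX1, APX2, GR1 and GR2 were under 1 FPKM in every group and none was higher in infected ZY821 than in infected Westar, and the paper's text does not name the homologues behind its folds. All 8 alternatives for these folds still differ, with 4.23 to 6.35 for APX and 3.55 to 4.88 for GR. Table S4 gives the paper's mean of 5.91 FPKM for CUFF.28029.1 in infected ZY821, where the libraries give 3.04, and 51.73 in mock ZY821 against 34.1, a gap within the SD of 23.0 between the libraries. No alternative was run for these means or for the folds of Fig. S4. In Fig. S4 the RNA-seq fold of the leucine-rich repeat kinase gene BnaC07g28960D in ZY821 is about 15, read by eye, against 1.29 here. For SOBIR1 (BnaCnng39490D) the figure shows about 2.3 in Westar and about 0.9 in ZY821, read by eye, against 0.648 and 0.128 here.

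Some directions that the paper states were not found in the fixed lists or homologues. For photorespiration, abscisic acid, N-linked glycosylation and DNA methylation, the paper's statements rest on enrichment of gene ontology terms among genes called in both cultivars or in ZY821 only. The counts here are rises and falls in other sets of genes, so they do not test those enrichments. The paper has photorespiration genes activated in both hosts, whereas of 95 core genes 59 fell and 6 rose in Westar and 74 fell and 8 rose in ZY821. It has abscisic acid signalling among the upregulated processes, whereas 38 of 107 genes fell and 5 rose in Westar and 52 fell and 19 rose in ZY821. It has N-linked glycosylation among processes raised in the tolerant host alone, whereas 20 of 48 genes rose in Westar and 16 in ZY821. It has DNA methylation genes enriched among those expressed in ZY821 specifically, whereas of 5 measured genes of DNA methylation and demethylation 3 fell in Westar and 4 in ZY821. It has all VTC2 homologues down in both genotypes, and here 11 of the 12 changes passed, with BnaA01g15950D in Westar the exception (adjusted p = 0.0738). That change passed with median-of-ratios scaling, quantile normalization and array weights, and without infected Westar replicate 3 or mock ZY821 replicate 1. Of the genes in its network of Fig. 4, WRKY18 BnaA01g05060D (adjusted p = 0.131), WRKY53 BnaA03g46280D (adjusted p = 0.414) and the MYB gene BnaCnng47140D (adjusted p = 0.059) did not pass for a rise in ZY821, while WRKY29, WRKY54 and the other genes of Fig. 4A did. WRKY18 passed with a fit of the compared groups only and without mock Westar replicate 2, and BnaCnng47140D with pseudocount 5, with a fit of the compared groups only and without mock Westar replicate 1 or 3. The copy BnaC02g27760D, which the paper names as the phosphatase CPL3, has the CAPRICE-like MYB3 gene as its match in the files, and BnaC02g22230D, named MPK9 in Fig. S4, is annotated there as MAP kinase kinase 9.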

Other observations

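Of 61 genes of sulfate assimilation and glutathione synthesis, 39 rose and 8 fell in Westar (39 and 8 adjusted over the list alone; median log2 change 2.21, adjusted p = 0.168 with an estimated correlation), and 43 rose and 10 fell in ZY821 (44 and 10; median 4.19, adjusted p = 0.214). ATP sulfurylase 1 (BnaA05g16830D) went from 52.1 to 986 FPKM in Westar and from 59.1 to 3,487 in ZY821, and GSH1 (BnaC01g41470D), the first enzyme of glutathione synthesis, from 42.9 to 891 and from 39.6 to 1,912. Of 113 glutathione S-transferase genes, 55 rose and 17 fell in Westar (57 and 18; adjusted p = 0.168) and 61 rose and 30 fell in ZY821 (62 and 31; adjusted p = 0.291). Aliphatic glucosinolate genes went both ways, with 14 higher and 7 lower of 54 in Westar (14 and 6; adjusted p = 0.904), where the median was -0.48 and the mean 0.21, and 12 higher and 26 lower in ZY821 (12 and 26; adjusted p = 0.862). Among lignin genes, a cinnamoyl-CoA reductase gene (BnaC06g40190D) rose from 0.185 to 112 ± 51.0 FPKM (SD, n = 3) in Westar and from 0.466 to 10.7 ± 3.92 in ZY821, and the difference in response was -3.44 log2 (adjusted p = 0.00273). Of 36 superoxide dismutase and catalase genes, 3 rose and 12 fell in Westar (3 and 11; adjusted p = 0.434) and 4 rose and 20 fell in ZY821 (4 and 20; adjusted p = 0.291). Catalase 3 (BnaA08g21730D) fell from 964 to 206 FPKM in Westar, whereas the cytosolic superoxide dismutase CSD1 (BnaC05g06430D) rose from 13.1 to 129. The fall of BnaA08g21730D did not pass (log2 -2.02 to -1.96) without mock Westar replicate 2 or infected Westar replicate 2.

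Markers of other leaf tissues were also examined. Of 23 epidermis and cuticle genes, 13 fell in Westar (13 adjusted over the list alone; adjusted p = 0.509 with an estimated correlation), and 1 rose and 19 fell in ZY821 (1 and 19; adjusted p = 0.489). Of 17 guard cell genes, 1 fell in Westar (none over the list alone; adjusted p = 0.904), and 2 rose and 8 fell in ZY821 (2 and 8; adjusted p = 0.704). Of 21 phloem genes, 7 rose in Westar (4 over the list alone; adjusted p = 0.561), and 4 rose and 5 fell in ZY821 (4 and 5; adjusted p = 0.992). Of 8 xylem genes, 2 fell in each cultivar, also over the list alone (adjusted p = 0.418 and 0.507). Of 4 floral organ genes 1 fell in Westar and 2 in ZY821 (none and 2 over the list alone; adjusted p = 0.384 and 0.325), and fewer than 3 pollen genes were measured. Mock-inoculated or infected petals had been placed on the leaves of every group. Of 33 senescence genes, 9 rose and 2 fell in Westar (9 and 2; adjusted p = 0.708), where the median was -0.06 and the mean 0.82, and 9 rose and 11 fell in ZY821 (9 and 11; adjusted p = 0.992). Of 31 genes of vernalization and flowering time, 8 fell in Westar and 16 in ZY821 (7 and 16; adjusted p = 0.168 and 0.146), and in mock leaves 2 were higher and 7 lower in ZY821 than in Westar (8 and 8; adjusted p = 0.973).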
